# Clinical candidate and genistein analogue AXP107‐11 has chemoenhancing functions in pancreatic adenocarcinoma through G protein‐coupled estrogen receptor signaling

**DOI:** 10.1002/cam4.2581

**Published:** 2019-09-30

**Authors:** Fahmi Mesmar, Bingbing Dai, Ahmed Ibrahim, Linnea Hases, Mohammed Hakim Jafferali, Jithesh Jose Augustine, Sebastian DiLorenzo, Ya'an Kang, Yang Zhao, Jing Wang, Michael Kim, Chin‐Yo Lin, Anders Berkenstam, Jason Fleming, Cecilia Williams

**Keywords:** AXP107‐11, chemoresistance, genistein, GPER1, pancreatic ductal adenocarcinoma

## Abstract

Despite advances in cancer therapeutics, pancreatic cancer remains difficult to treat and often develops resistance to chemotherapies. We have evaluated a bioavailable genistein analogue, AXP107‐11 which has completed phase Ib clinical trial, as an approach to sensitize tumor cells to chemotherapy. Using organotypic cultures of 14 patient‐derived xenografts (PDX) of pancreatic ductal adenocarcinoma, we found that addition of AXP107‐11 indeed sensitized 57% of cases to gemcitabine treatment. Results were validated using PDX models in vivo. Further, RNA‐Seq from responsive and unresponsive tumors proposed a 41‐gene treatment‐predictive signature. Functional and molecular assays were performed in cell lines and demonstrated that the effect was synergistic. Transcriptome analysis indicated activation of G‐protein‐coupled estrogen receptor (GPER1) as the main underlying mechanism of action, which was corroborated using GPER1‐selective agonists and antagonists. GPER1 expression in pancreatic tumors was indicative of survival, and our study proposes that activation of GPER1 may constitute a new avenue for pancreatic cancer therapeutics.

## 1 INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC) is the third‐most common cause of cancer‐related mortality in the United States. The 5‐year survival rate is a mere 8% with a median survival of six months or less.^1^ Chemotherapy with gemcitabine has been standard of care for patients with PDAC but, unfortunately, most tumors develop chemoresistance which contributes to the poor survival.^2^ Survival for resectable PDAC patients has recently been slightly improved by combining gemcitabine with capecitabine,^3^ or by combining of fluorouracil, leucovorin, irinotecan, and oxaliplatin (FORFIRINOX), as adjuvant therapy, the latter with significantly more adverse effects.^4^ Also, several major clinical trials have assessed new combinations of treatments for advanced (metastatic) PDAC for patients that failed first‐line gemcitabine treatment. Such trials include gemcitabine vs FORFIRINOX,^5^ nab‐paclitaxel in combination with gemcitabine,^6^ and nanoliposomal irinotecan in combination with 5‐FU/leucovorin.^7^ However, the need for safe, affordable and less toxic drugs to augment the efficacy of chemotherapies remain indispensable.

Gemcitabine exerts its anti‐tumorigenic effect by interfering with DNA replication, thereby activating cell apoptosis.^2^ This activity requires that gemcitabine is transported into the cell and metabolically converted to active di‐ and triphosphate gemcitabine by various kinases. The underlying mechanism of chemoresistance is not fully understood, but gemcitabine can become inactive through deamination and dephosphorylation.^2^ Consequently, deregulation of gemcitabine transporters or metabolic enzymes are potential chemoresistance mechanisms. Other pathways, such as activation of NFκB signaling,^8^ and acquisition of mesenchymal phenotype and stem cell‐like features, have also been implicated in the chemoresistance of PDAC.

Genistein is a phytoestrogen that has been shown to augment the antineoplastic effect of different chemotherapeutic drugs, including gemcitabine in pancreatic cancer cell lines and xenografts.^9^, ^10^, ^11^ Genistein is considered safe, but has a poor oral bioavailability. A clinical phase I trial with a patented bioavailable crystalline form of genistein, AXP107‐11,^12^ added to gemcitabine regimen, resulted in increased serum levels of AXP107‐11 and did not indicate significant toxicity for PDAC patients.^13^ Thus, this may be an avenue to enhance therapeutic efficacy. As a phytoestrogen, genistein can bind and modulate the activities of the nuclear estrogen receptors ERα (ESR1) and ERβ (ESR2), and can also activate the G protein‐coupled estrogen receptor 1 (GPER1/GPR30). Other, non‐ER pathways, such as NFκB, MAPK/ERK, and PI3K/Akt/mTOR^14^, ^15^ and apoptosis signaling (reviewed in Ref. 16) have been linked to genistein activity in different types of tumor cells. The precise molecular mechanism of genistein (or AXP107‐11) in PDAC is, however, unknown. Further, we lack an understanding to predict which individual PDAC patients may respond to such therapy.

Here, we have conducted patient‐derived xenograft (PDX) PDAC model experiments, which take the genetic and cellular heterogeneity of the clinical disease into account. We have explored the efficacy of AXP107‐11 co‐treatment, demonstrating a chemoenhancing effect in 8 out of 14 PDX tumors ex vivo, and validated this effect in vivo. We also propose a treatment‐predictive PDAC gene expression signature. In order to provide a comprehensive understanding of the molecular mechanism of action of genistein and AXP107‐11 in PDAC, we performed gene expression profiling using RNA sequencing (RNA‐Seq) and functional and mechanistic experiments in cell lines. Based on this data, we suggest that the chemoenhancing mechanism of action include activation of GPER1, that mediates a synergistic effect when combined with gemcitabine.

## 2 MATERIALS AND METHODS

### 2.1 Cell cultures and treatments

MiaPaCa2 and PANC1 were cultured in DMEM containing 4.5 mg/mL glucose and L‐glutamine and 10% fetal bovine serum. Cell lines were tested regularly for *Mycoplasma* and cell authentication was performed. Cells were treated with indicated concentrations of gemcitabine, genistein, GPER1 agonist G1 (Tocris Bioscience), GPER1 antagonist G15 (Tocris Bioscience), or AXP107‐11 (Axcentua Pharmaceuticals AB). All of the chemicals except gemcitabine were prepared in DMSO and the final concentration of DMSO did not exceed 0.1%. Negative control cell lines HEL and THP1 were cultured in RPMI‐1640 medium with 10% FBS and 1% penicillin‐streptomycin, and HepG2 in EMEM media with 10% FBS, 1% NEAA and 1% L‐Glut.

### 2.2 Cell proliferation assay

MTS reagent (3‐(4,5‐dimethylthiazol‐2‐yl)‐5‐(3‐carboxymethoxyphenyl)‐2‐(4‐sulfophenyl)‐2H‐tetrazolium, PES: phenazine ethosulfate) was used to measure cell proliferation. For each cell line, approximately 3000 cells were plated in quintuple fashions in 96‐well plates. After 24 hours, cells were treated for indicated times (24‐96 hours) and cell proliferation measured by adding 20 μL of MTS reagent to 100 μL of media followed by incubation for 2 hours at 37°C and 5% CO_2_. Absorbance was measured at 490 nm using SpectraMax spectrophotometer. Significance was determined by unpaired two‐tailed *t* test. The IC_50_ was measured with the log (inhibitor) vs normalized response, variable slope and nonlinear regression fitting curve in Graphpad Prism. We determined the combination index (CI) to differentiate between additive and synergistic effects (antagonism CI > 1; additive CI = 1; synergism CI < 1) and visualized this in isobolograms.

### 2.3 RNA isolation, cDNA synthesis and qPCR analysis

RNA was isolated using Trizol/Chloroform extraction and purified on RNeasy Qiagen kit (Qiagen). Concentration and quality was measured using NanoDrop and Tape Station (Agilent). cDNA was prepared from 1 μg of RNA using iScript cDNA synthesis kit (Biorad), and a combination of oligo(dT) and random primers. iTaq SYBR Green supermix kit was used for PCR amplification. Relative gene expression was measured using ΔΔC_T_ method, with 18S and GAPDH as reference genes.

### 2.4 RNA‐Seq analysis

Poly‐A library preparation and RNA‐Seq using Illumina HiSeq rapid mode was performed at Sweden's National Genomics Infrastructure (NGI). At least 15 million single reads (50 bp) were generated for each sample, and mapped against human genome (GRCh37) using Tophat/2.0.4. Reads with multiple alignments were removed by using picard‐tools/1.29, htseq/0.6.1 was used to count reads per transcript, and cufflinks/2.1.1 to normalize read count to transcript length and total number of the reads per sample (Fragments Per Kilobase per Million, FPKM). The Limma‐Voom method was used to calculate differential gene expression and corresponding fold change (FC), *P*‐value, and false discovery rate (FDR) adjusted *P*‐value. The Benjamini Hochberg method was used to adjust for multiple hypothesis testing. Genes were denoted as significantly differentially expressed when FDR ≤0.05, log_2_FC ≥|0.4|, and FPKM (treated) >1. Enriched sub‐networks and gene ontologies/biological functions were identified using Pathway Studio's Expression regulatory sub‐network enrichment, Elsevier's Pathway Studio (11.2.5.9) (https://www.elsevier.com/solutions/pathway-studio-biological-research). Two biological replicates were analyzed for each condition. Data is uploaded under GEO accession number [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97766].

### 2.5 Western blots

Protein crude extracts were prepared using RIPA buffer (Thermo Fisher Scientific) supplemented with Roche protease‐phosphatase inhibitors cocktail (Sigma Aldrich). Protein was quantified by using RC‐DC protein assay kits (Bio‐Rad), and 30 μg of total protein were electrophoresed in 10% polyacrylamide gel (Bio‐Rad). Proteins were transferred to PVDF membrane, blocked in 5% nonfat milk TBST buffer for 1 hours at room temperature, and incubated with anti‐GPER1 (Thermo Fisher Scientific, PA5‐33691, lot TK2663642, rabbit, 1:500 dilution), anti‐PARP (Cell Signaling Technology, #9542S, lot:14, 1:1000 dilution), anti‐caspase 3 (Cell Signaling Technology, #9662S, lot:18, 1:1000 dilution), anti‐cleaved‐caspase 3 (Cell Signaling Technology, #9661S, lot:43, 1:1000 dilution), anti‐caspase 9 (Abcam, ab202068, lot GR305416‐9, 1:2000 dilution), anti‐MUC1 (Cell Signaling Technology, #4538, lot: 6, 1:1000 dilution), anti‐β‐actin, (Abcam, ab8226, lot: GR3249122‐1, 1:3000 dilution) or anti‐GAPDH antibody (Thermo Fisher Scientific, #MA5‐15738, lot RF230546A, 1:10,000 dilution) in 1% nonfat milk TBST overnight at 4°C. After washing, protein bands were detected by using species‐specific secondary antibodies conjugated with horseradish peroxidase (Cell Signaling Technology, anti‐rabbit IgG #7074S, lot26, and anti‐mouse IgG # 7076S, lot 32, 1:10,000 dilutions) for 2 hours at room temperature, then incubated with the substrate (Bio‐Rad). For GPER1 detection, the PA5‐33691 antibody was validated using recombinant protein extract as positive control, and the erythroleukemia HEL and leukemic monocyte THP1 cell lines (that have no mRNA evidence of GPER1 per the http://www.proteinatlas.org) as negative controls.

### 2.6 Apoptosis assays

Annexin V and DNA staining were used to evaluate cell apoptosis during G1 treatment (2 µmol/L for 48 hours). Annexin V was detected by FITC and propidium iodide was used for nucleic acid staining. BD LSRFortessa analyzer was used to detect the fluorescence, and FlowJo (FlowJo, LLC) was used for data analysis.

### 2.7 The Cancer Genome Atlas expression and survival data

The Cancer Genome Atlas (TCGA) expression (RSEM and FPKM) and overall survival data was analyzed for 176 pancreatic cancer patients using OncoLnc 17 and the Human Protein Atlas.^18^, ^19^ The median GPER1 mRNA expression in the data set was 2.3 FPKM (or 78 RSEM), and 64% of patients had levels indicative of expression at functional level (>1 FPKM; or RSEM >65), whereas expression below 1 FPKM was considered nonexpressed. We compared the higher 64% to the lower 36% (Cut‐off 65 RSEM), as well as the 36% low vs 36% high (using <65 RSEM and >96 RSEM cut‐off). Logrank *P*‐value <.05 was considered significant.

### 2.8 Patient‐derived xenograft model

PDX tumors were established from PDAC patients at MD Anderson Cancer Center with written informed consent for our IRB‐approved laboratory research protocol (LAB07‐0854). The detailed method has been reported in our previous publication.^20^ Patient clinical characteristics are provided in Table S1A.

### 2.9 Live tissue sensitivity assay

Cryopreserved PDAC PDX were recovered from storage medium and implanted in nude mice with previously published method.^20^ At size 1.5 cm in diameter, tumors were harvested and cut into ~200 µm thick slices using the Krumdieck Tissue Slicer (Alabama Research & Development), and cultured in 96‐well plate as previously described.^21^ Suitable concentrations of AXP107‐11 treatments were calibrated in a pilot experiment, and concentrations of gemcitabine had been determined in previous studies.^21^ Tissue slices were treated with vehicle (DMSO), AXP107‐11, gemcitabine, alone or in combinations for 72 hours at indicated doses. Viabilities were measured with PrestoBlue as described previously,^21^ and fluorescence values were normalized by the values of nontreatment control tissue slices or to gemcitabine only treatment, as indicated. Student's *t* test (two‐tailed) was used to test for significance.

### 2.10 In vivo PDX model

Tumors PATX179, PATX53, and PATX55 were implanted in female nude (BALB/c) mice as previously described.^20^ When tumors reached ~100 mm^3^, mice were randomly divided into 4 groups with 5 mice in each group. Mice were treated for 3 weeks through intraperitoneal (ip) injection with gemcitabine (50 mg/kg body weight, twice a week), AXP107‐11 (10 mg/kg body weight, daily), or the combination of both agents, and the fourth group was treated with vehicle only. AXP107‐11 and gemcitabine were both formulated with phosphate‐buffered saline (PBS). One month after the treatment, all mice were sacrificed. One‐way ANOVA test was used to compare the different treatment groups (Graphpad 6.0).

### 2.11 Biomarker analysis

RNA‐Seq of 3 resistant (PATX148, PATX60 and PATX112) and 4 sensitive (PATX53, PATX55, PATX39 and PATX50) PDXs was performed at the Institution of Applied Cancer Science of MD Anderson Cancer Center. Correlation between RNA‐Seq data and the treatment responses were analyzed using R program packages. Negative binomial models for each gene were built and Wald tests for the differential expression were analyzed. DESeq2 was used to normalize the data and compute the log_2_ FC with shrinkage, and Benjamini Hochberg method was used to adjust for multiple hypothesis testing and to assess the FDR. Significant genes were selected with FDR <0.05 and log_2_ FC >|2|.

## 3 RESULTS

### 3.1 AXP107‐11 has synergistic effect when combined with gemcitabine

The clinical candidate AXP107‐11 (crystalline genistein sodium salt dehydrate) has been developed to improve the bioavailability of genistein.^12^, ^13^ AXP107‐11 is thus a form of genistein, but the precise chemoenhancing effect of the AXP107‐11 compound itself has not been characterized. In order to define this, we first tested its antiproliferative function in vitro using two different PDAC cell lines (MiaPaCa2 and PANC1) that both classify as the poor‐survival quasimesenchymal (QM) PDAC subtype.^22^ We measured the half maximal inhibitory concentration (IC_50_) for AXP107‐11 and gemcitabine monotherapy, respectively. We found that the IC_50_ of AXP107‐11 monotherapy was 24.3 µmol/L for MiaPaCa2, and 34.6 µmol/L for PANC1 cells (Figure 1, top panels). Corresponding IC_50_ values for gemcitabine monotherapy was 1.8 µmol/L and 8.5 µmol/L, respectively (Figure 1, middle panels). Next, we tested whether AXP107‐11 could enhance the effect of gemcitabine. We found a dose‐dependent chemoenhancing effect (Figure 1, middle panels). By adding 1 µmol/L AXP107‐11, the IC_50_ for gemcitabine was reduced from 1.76 µmol/L to 380 nmol/L in MiaPaCa2. Addition of 5 µmol/L AXP107‐11 further reduced the IC_50_ to 160 nmol/L. In the more gemcitabine‐resistant PANC1 cells, addition of 1µmol/L AXP107‐11 reduced the IC_50_ from 8.5 µmol/L (gemcitabine only) to 3.1 µmol/L, and increasing concentrations of AXP107‐11 (5 µmol/L and 10 µmol/L) lowered the IC_50_ to 1.8 µmol/L and 86 nmol/L, respectively. To determine whether the noted combinatory effects were additive or synergistic, we calculated the combination index (CI). A CI larger than 1 represents an antagonistic effect, if CI equals 1 the effect is additive, and if CI is less than 1 the effect is synergistic. The isobolograms in Figure 1 (lower panels) graphically illustrate that all tested AXP107‐11 concentrations (1, 5 and 10 µmol/L) had synergistic effects when combined with gemcitabine in PANC1 (Figure 1, right panel). Similarly, in MiaPaCa2, both 1 µmol/L and 5 µmol/L had synergistic effects, but not 10 µmol/L (Figure 1, lower left panel). We conclude that in the tested cell lines, addition of AXP107‐11 to gemcitabine treatment produced a synergistic antiproliferative effect.

**Figure 1:**
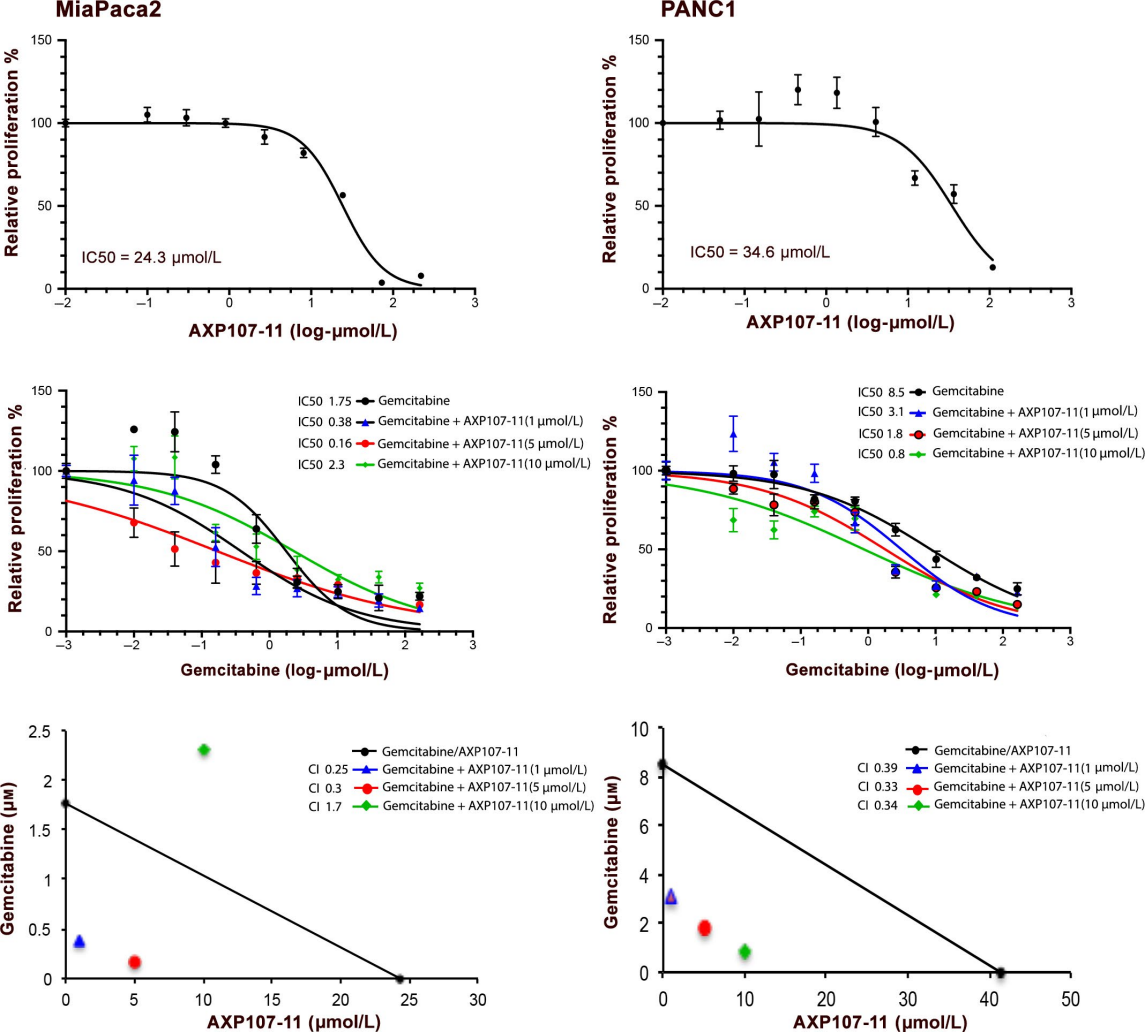
Cell viability dose‐response curves of AXP107‐11 and test of synergistic interaction with gemcitabine. MiaPaCa2 (left) and PANC1 (right) were treated with increasing concentrations of AXP107‐11 (0.01‐200 μmol/L, top panels) or gemcitabine (0.001‐200 μmol/L, middle panels) in order to determine respective IC_50_. IC_50_ was measured with the log (inhibitor) vs normalized response‐variable slope and nonlinear regression fitting curve in Graphpad Prism. Increasing concentrations of gemcitabine in combination with three different doses of AXP107‐11 (1, 5, and 10 μmol/L, middle panels) were tested to calculate the IC_50_ values of the combinations and combination index (CI). Isobolograms graphically visualize whether the combinations result in antagonistic (CI > 1), additive (CI = 1), or synergistic (CI < 1) effects, in respective cell line (lower panels)

### 3.2 AXP107‐11 has chemoenhancing property in patient‐derived PDAC xenografts ex vivo and in vivo

In order to corroborate the chemoenhancing effect of AXP107‐11 and explore its efficacy in clinical material, we used ex vivo culture of PDX PDAC models.^21^ This ex vivo platform has been shown to predict the clinical response to anticancer drugs in PDAC patients with resectable disease.^21^ We compared the efficacy of combinatory treatment to that of either treatment alone, or to vehicle. PDX tumors originating from 14 different PDAC patients (patient characteristics in Table S1A) were grown as slice cultures and treated with gemcitabine alone (10 µmol/L, dosage based on previous study of borderline gemcitabine response in PDX PDAC tumors^21^), AXP107‐11 alone (three doses tested: 10, 30 and 100 µmol/L), combinations, or vehicle. These tumors are generally resistant to gemcitabine treatment and, as shown in Table 1, none of the 14 tumors responded to 10 µmol/L gemcitabine in the ex vivo slice culture. Using previously defined criteria (reduction of viability of 40% or more, and *P* < .05), we found that adding AXP107‐11 to the gemcitabine treatment rendered 8 out of the tested 14 PDXs (57%) sensitive to treatment (Table 1). Representative results of responders and nonresponders are illustrated in Figure 2A, and complete results are available in Figure S1 and Table S2. While two tumors responded to AXP107‐11 monotreatment at the highest dose (PATX55, Figure 2A blue line and Table 1, complete p‐values provided in Table S2; and PATX173, Figure S1), there was a considerably larger response to combinatory treatment. Our data show that adding AXP107‐11 to gemcitabine was significantly more effective than gemcitabine alone, or AXP107‐11 alone, in a large subset of gemcitabine‐resistant PDXs.

**Table 1:** Treatment efficacy measured by live tissue sensitivity assay of PDX tissue ex vivo

	Viability					*P* value	
	DMSO	GEM	AXP107‐11	APX107‐11 + GEM	Subtype	Combination vs DMSO	Combination vs GEM
PATX60	1	0.90	0.91	0.94	C	.8	.4
PATX148	1	0.89	1.02	0.89	QM	.21	.2
PATX179	1	0.99	0.81	0.80	QM	.06	.1
PATX112	1	0.94	0.81	0.78	C	.002^a^	.02^b^
PATX162	1	0.89	0.72	*0.60*		.03^a^	.08
PATX39	1	0.76	0.63	*0.60*	C	.0005^a^	.2
PATX193*	1	0.93	*0.55*	*0.51*		.003^a^	*.02* ^b^
PATX176*	1	1.03	0.71	*0.55*	EX	.01^a^	*.01* ^b^
PATX53*	1	0.89	0.74	*0.55*	QM/MET	.002^a^	*.008* ^b^
PATX137*	1	0.95	0.71	*0.48*	C	.02^a^	*.004* ^b^
PATX173*	1	1.08	0.64	*0.55*		.01^a^	*.003* ^b^
PATX213*	1	0.96	0.68	*0.51*	MET	.007^a^	*.003* ^b^
PATX50*	1	0.91	0.66	*0.50*	C	.002^a^	*.0008* ^b^
PATX55*	1	1.05	*0.60*	*0.42*	C	.0003^a^	*.0002* ^b^

Note

PDAC PDX tumors were harvested, cut into slices, and cultured in 96‐well plates. Tissue slices were treated with vehicle (DMSO), AXP107‐11 (100 µmol/L), gemcitabine only (GEM, 10 µmol/L), or combinations for 72 h. Viabilities were measured using PrestoBlue, and fluorescence values were normalized to nontreatment control tissue slices (DMSO). A reduction in viability of at least 40% (0.60, *italics*) was considered as efficacious. Significance were calculated using Student's *t* test (two‐tailed) comparing co‐treatment with ^a^vehicle (DMSO) or ^b^gemcitabine only treatment (GEM), as indicated. No tumors responded significantly to GEM treatment (gemcitabine resistant).

* Tumor that fulfill the criteria viability max 60% of control (0.60) and viability reduction *P* < .05 upon combinatory treatment compared to GEM treatment.

**Figure 2:**
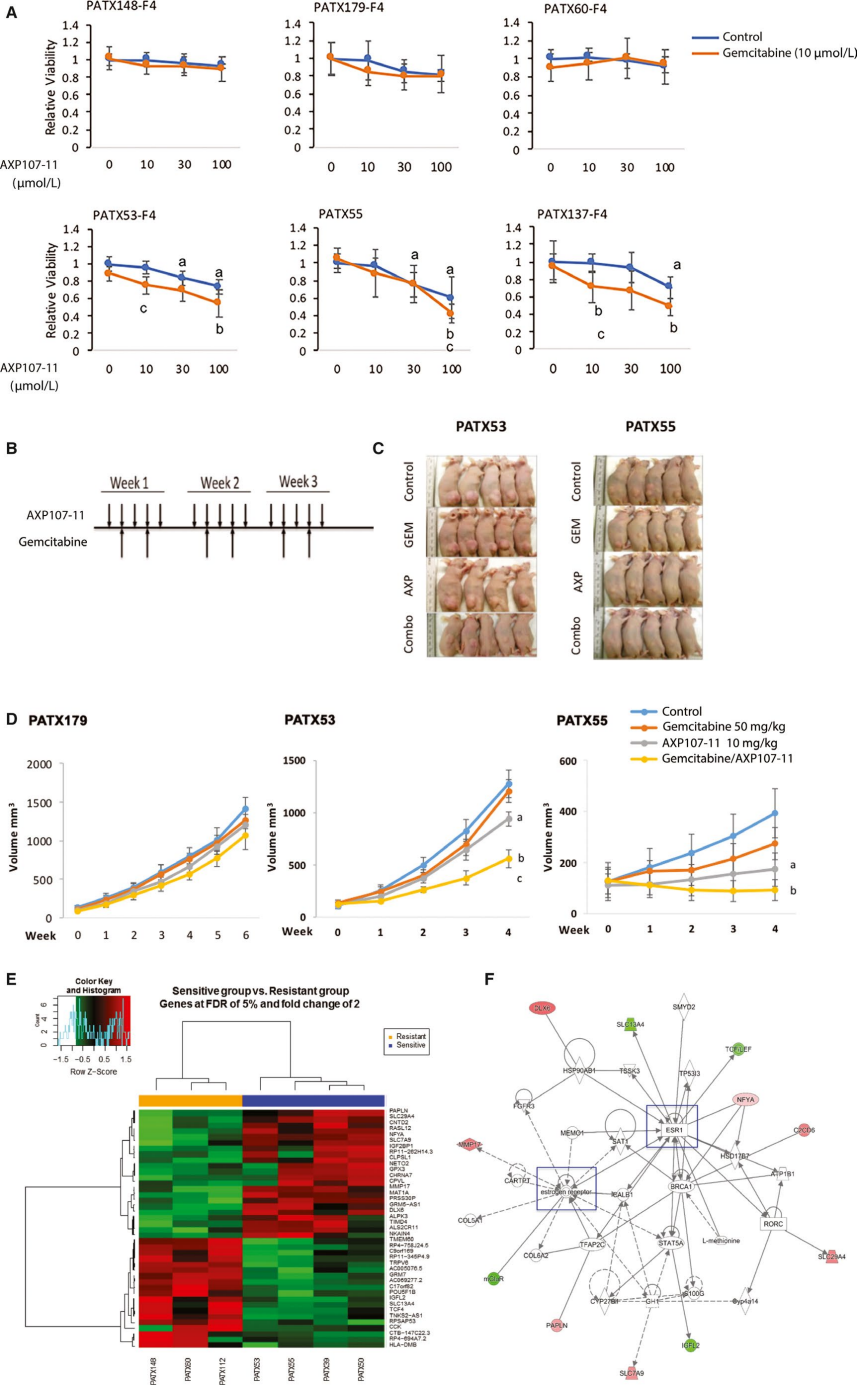
Ex vivo and in vivo validation of AXP107‐11 and gemcitabine co‐treatment in PDAC PDXs. A, Representative results from ex vivo analysis of AXP107‐11 nonresponders (top) and responders (bottom). Tissue slices from PDAC PDXs were treated with vehicle (Control) alone (blue dot at AXP107‐11 dose 0), gemcitabine (GEM, 10 µmol/L) alone (orange dot at AXP107‐11 dose 0), with AXP107‐11 alone (blue line at 10, 30 or 100 μmol/L), and their combinations (orange line at 10, 30 or 100 μmol/L). Cell viability was measured after 72 h (PrestoBlue). Significance was analyzed using unpaired, two‐tailed *t* test. Tumors were identified as sensitive if viability was reduced >40% with *P* < .05. No PDXs responded significantly to gemcitabine monotreatment (orange vs blue dot at 0 μmol/L AXP107‐11). [a] indicates significance of AXP107‐11 monotreatment (blue line at 10, 30 or 100 μmol/L) compared to vehicle control (blue dot at dose 0), [b] co‐treatment (orange line at 10, 30 or 100 μmol/L) compared to gemcitabine only (orange dot at AXP107‐11 0 µmol/L), and [c] co‐treatment (orange line at 10, 30 or 100 μmol/L) compared to AXP107‐11 only (blue line at 10, 30 or 100 μmol/L) for respective concentration. B, PDXs from PATX179 (resistant tumor), PATX53 (responsive), and PATX55 (responsive) were established in nude mice. Mice were treated with PBS, AXP107‐11 (10 mg/kg, ip) 5 d/wk, gemcitabine (GEM, 50 mg/kg, ip) twice a week, or the combination of both agents, for 3 wk. C, Tumors of two sensitive PDX models at the experiment's end point (AXP indicates AXP107‐11). D, Tumor volumes were measured weekly and significance between different treatment groups was tested using one‐way ANOVA. One resistant PDX tumor (PATX179, left), and two responsive PDXs (PATX53 and PATX55, middle and right). E, Heatmap analysis indicates 41 differentially expressed genes between sensitive and resistant PDAC PDXs. F, Ingenuity Pathway Analysis of predictive PDX signature indicates an enriched gene network associated with estrogen signaling

In order to confirm the efficacy of combinatory treatment in vivo*,* selected tumors identified in the ex vivo culture as responsive (primary tumor PATX55 and liver metastasis PATX53) or resistant (liver metastasis PATX179) were established in vivo. Implanted mice were treated with AXP107‐11 and gemcitabine, alone or in combination (Figure 2B,C) and the growth of tumors were measured. The PDX tumor that was resistant in the ex vivo analysis, was resistant also in vivo (PATX179, Figure 2D, left panel) while the two tumors indicated as sensitive in the ex vivo analysis, PATX53 and PATX55, demonstrated significantly reduced tumor growth upon combination treatment also in vivo (Figure 2C,D). We note that the tumor which responded to AXP107‐11 monotherapy ex vivo, PATX55, did so also in vivo, but co‐treatment had a considerably stronger effect and inhibited tumor growth completely in vivo (even reduced the volume of the tumors). Further, treatment of PATX53 clearly showed that neither gemcitabine nor AXP107‐11 monotreatment had much efficacy ex vivo nor in vivo, while the combination did. Thus, both the ex vivo and in vivo assays demonstrated that AXP107‐11 sensitized a subset of PDAC PDXs to gemcitabine treatment, and that this combinatory treatment was superior compared to each type of single treatment.

To explore whether a gene signature could predict which tumors may respond favorably, we analyzed the correlation between the tumors’ transcriptional profile (RNA‐Seq) pre‐treatment and its response to the combination therapy. Comparing 4 sensitive tumors and 3 resistant tumors, we identified 41 differentially expressed genes that could separate the two groups (Figure 2E and Table S1B). This signature included *MMP17, DLX6*, and *CLPSL1* which were expressed 8‐ to 24‐fold more in responsive tumors. We used the Ingenuity platform to explore related pathways, which revealed that 11 of the 41 genes were connected to estrogen signaling (Figure 2F). Additionally, we noted connections (visualized in Figure S3) to NFκB, Vitamin D receptor (VDR), Ca^2+^ release, and cholinergic receptor nicotinic alpha 7 (CHRNA7). Overall, we demonstrate that adding AXP107‐11 to gemcitabine treatment can enhance treatment efficacy in a subset of tumors and we propose a treatment‐predictive profile.

### 3.3 Gene expression profiling identifies gemcitabine‐mediated genome‐wide impacts

The mechanism of action for the noted chemoenhancing effect of AXP107‐11, or genistein, remains undefined. To explore this at the molecular level, we used the cell lines MiaPaCa2 and PANC1 and RNA‐Seq. We first compared the two cell lines, and investigated the response that gemcitabine alone induced. 

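MiaPaCa2 and PANC1 are established human cell lines derived from pancreatic ductal adenocarcinomas. Each was left untreated as a control or treated for 24 hours with 40 nmol/L gemcitabine, 50 μmol/L genistein or both drugs together, and each of these 4 groups has 2 biological replicates, labelled I and II, which gives 16 libraries. The authors prepared poly-A libraries, sequenced short single reads, mapped them to GRCh37 with TopHat, removed reads with multiple alignments, counted reads per gene with HTSeq and calculated FPKM with Cufflinks. The deposited counts are whole numbers without normalization for 63677 Ensembl identifiers. In MiaPaCa2, the reads counted on genes in replicates I and II numbered 16850992 and 13445125 for the controls, 16233538 and 15885255 for gemcitabine, 13101557 and 22254419 for genistein and 13905360 and 15870195 for co-treatment. In PANC1, they numbered 21889823 and 31991860, 17514441 and 19687684, 12943482 and 13396067 and 14314926 and 16390908 in the same order. The paper states that at least 15000000 reads were generated for each sample. The values here use the counted reads, whose median was 16059396.5 per library and which were fewer than that number in 6 of the 16 libraries.
The counts were compared with limma-voom with Benjamini-Hochberg adjustment, the method the paper names, on TMM-normalized counts. The 8 libraries of a cell line shared one model, and edgeR's filter on low counts kept 16064 genes in MiaPaCa2 and 16909 in PANC1. The normalization before the test, the libraries in a model and the low-count filter are not named in the paper's text. As in the paper, a gene was called differentially expressed at an adjusted p of at most 0.05, an absolute log2 fold change of at least 0.4 and a mean FPKM above 1 in the treated group. A second model added the replicate label as a block. The replicates of every group differed by more than sampling noise, with chi-square values per degree of freedom from 2.86 in PANC1 genistein to 35.2 in PANC1 control, and each was counted as a separate sample.
Libraries also differed in how their counts followed the GC content of the genes. With each library set against the mean of its cell line, the log2 of the normalized counts changed per 10 percentage points of GC content by -0.24 and -0.15 in the MiaPaCa2 controls and by 0.30 and -0.08 in the PANC1 controls. Across genes, which are not independent replicates, the log2 difference between replicates I and II correlated with GC content with a Spearman coefficient of 0.747 in the PANC1 controls and -0.738 in PANC1 co-treatment. Another model removed each library's trend with GC content (loess, span 0.3) from the log2 counts before the test.

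**Figure D1:**
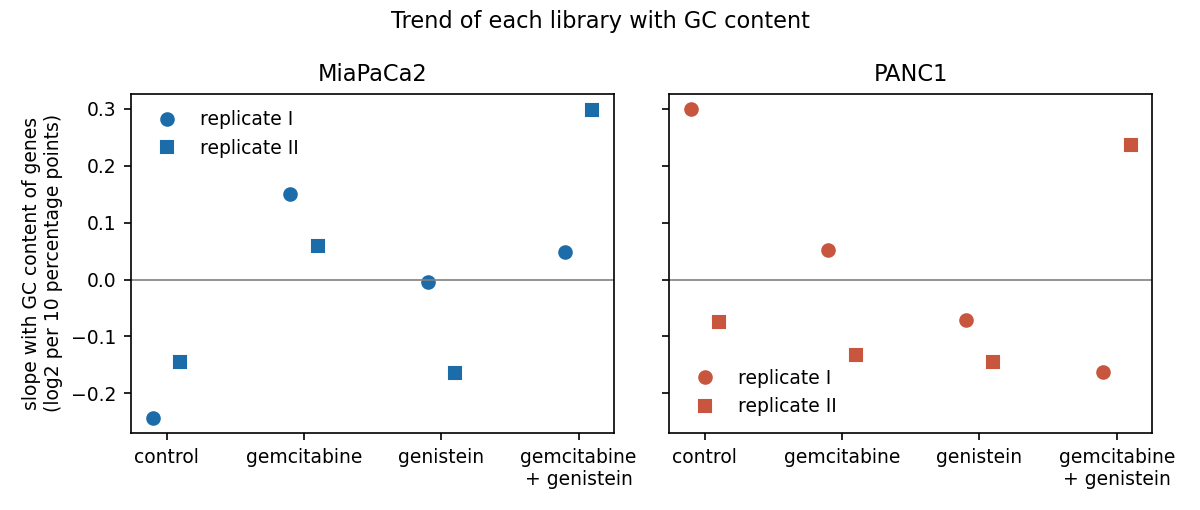
Slope of log2 normalized counts (CPM) against the GC content of genes, per 10 percentage points, for each library relative to the mean of its cell line. Circles are replicate I and squares are replicate II of each treatment group. The PANC1 controls lie at 0.30 and -0.08, and the PANC1 co-treatment libraries at -0.16 and 0.24.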

Approximately 15 000 genes were detected as expressed above cutoff (>1 FPKM) in either cell line, with a large overlap (85%) of expressed genes (Figure S2A). 

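The deposited FPKM exceeded 1, as the mean of the 2 control replicates, for 16307 genes in MiaPaCa2 and 17084 in PANC1. Single control replicates gave 16189 and 16137 genes in MiaPaCa2 and 16788 and 17024 in PANC1. Both cell lines expressed 15049 genes, 1258 were expressed only in MiaPaCa2 and 2035 only in PANC1, so the overlap was 82.0% of the 18342 genes expressed in either line. The overlap was 81.4% with replicate I alone and 81.7% with replicate II alone. The largest shift came from taking genes above 1 CPM (counts scaled to library size) in place of 1 FPKM, which gave 84.3%.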

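The control libraries of the cell lines were compared in a model of all 16 libraries, in which a gene also needed a mean FPKM above 1 in at least 1 of the lines. Of 17863 genes tested, 9330 were called, 4987 with higher expression in PANC1 and 4343 in MiaPaCa2. The replicate block left 9175 calls, and among the alternatives the largest change came from dropping the FPKM criterion, which gave 10595. The regulator of G protein signaling RGS4 (ENSG00000117152, chromosome 1, 163038565 to 163046592) had a log2 fold change of -12.66 (standard error 0.44, adjusted p = 8.9e-11 from limma-voom with Benjamini-Hochberg adjustment, 9.9e-10 with the replicate block) in PANC1 relative to MiaPaCa2, and RGS5 (ENSG00000143248, chromosome 1, 163080911 to 163291581), with 8.10% of its exon length shared with a noncoding RNA, had one of -9.82 (standard error 0.27, adjusted p = 1.2e-11 from the same test, 1.6e-10 with the replicate block). The ryanodine receptor RYR1 (ENSG00000196218, chromosome 19, 38924331 to 39085913) was at least 592-fold higher in PANC1, where its 2 control libraries had 3125 and 3894 counts against 2 and 1 in MiaPaCa2. The voltage-gated calcium channel CACNA1H (ENSG00000196557, chromosome 16, 1203106 to 1271771) was at least 792-fold higher, and the calcium channel regulator CRACR2B (ENSG00000177685, chromosome 11, 826144 to 831991) at least 340-fold, both also in PANC1. These lower bounds set the MiaPaCa2 libraries, all at 3 counts or fewer, at 3 counts. RGS5, RYR1, CACNA1H and CRACR2B were chosen after their values were seen, as examples of the families. Among the first genes of Table S3, ALDH1A1 (ENSG00000165092, chromosome 9, 75515587 to 75695358), an aldehyde dehydrogenase, had a log2 fold change of -13.28 (standard error 0.43, adjusted p = 3.4e-11 from the same test, 4.4e-10 with the replicate block). At most 3 counts per PANC1 control library were found for the noncoding RNA UCA1 (ENSG00000214049, chromosome 19, 15939016 to 15947138), which overlaps LINC01764 on the opposite strand over 26.1% of its exon length, for the collagen gene COL1A2 (ENSG00000164692, chromosome 7, 94024207 to 94060539) and for the transcription factor gene EHF (ENSG00000135373, chromosome 11, 34642640 to 34684835), which were at least 1818-fold, at least 2295-fold and at least 898-fold higher in MiaPaCa2. Coordinates are those of GRCh37. All 50 genes of Table S3 changed in the table's direction here.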

Notable differences between the two cell lines included regulators of G protein signaling and calcium channels (Table S3 lists the top‐50 differentially expressed genes for each cell line). 

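Transcripts of 7 genes were compared between the untreated cell lines, each with 2 libraries. The mucin MUC1 (ENSG00000185499, chromosome 1, 155158300 to 155162707) had 47.0 ± 13.0 FPKM (SD, n = 2) in PANC1 and 12.1 ± 1.49 FPKM (SD, n = 2) in MiaPaCa2, and its log2 fold change was 1.43 (standard error 0.14, adjusted p = 1.3e-06 from limma-voom with Benjamini-Hochberg adjustment, 5.4e-06 with the replicate block). The ribonucleotide reductase subunit RRM1 (ENSG00000167325, chromosome 11, 4115937 to 4160162), whose product is a target of gemcitabine, differed least, by 0.44 (standard error 0.11, adjusted p = 0.00370 from the same test, 0.00607 with the replicate block). Values of 1.88 (standard error 0.07, adjusted p = 1.5e-10 from the same test, 1.7e-09 with the replicate block) were found for the membrane protein gene TM4SF1 (ENSG00000169908, chromosome 3, 149086809 to 149095479) and of 2.81 (standard error 0.11, adjusted p = 1.9e-10 from the same test, 1.3e-09 with the replicate block) for the drug transporter gene ABCC1 (ENSG00000103222, chromosome 16, 16042995 to 16237114). The related transporter gene ABCC3 (ENSG00000108846, chromosome 17, 48712138 to 48769614) differed by 2.17 (standard error 0.13, adjusted p = 1.4e-08 from the same test, 5.6e-08 with the replicate block). The chromatin protein gene HMGA2 (ENSG00000149948, chromosome 12, 66218240 to 66360071) had 2004 and 4267 counts in PANC1 and 2 and 1 in MiaPaCa2 and was at least 504-fold higher in PANC1. No counts were found in MiaPaCa2 for the long noncoding RNA HOTAIR (ENSG00000228630, chromosome 12, 54356092 to 54368740), which had 494 and 956 counts in PANC1, at least 117-fold more than 3 counts would give. No alternative with a test changed a direction or a call for these genes. With each replicate left out in turn no test was made, and RRM1 ran from 0.36 to 0.49, across the fold criterion of 0.4.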

Genes related to drug resistance (*MUC1, RRM1, TM4SF1, ABCC1, ABCC3, HMGA2* and long noncoding RNA *HOTAIR*) were upregulated in the more gemcitabine‐resistant PANC1 compared to MiaPaCa2 (data not shown). Next, we identified the genes that were modified by gemcitabine monotreatment. We chose a low concentration of gemcitabine (40 nmol/L, 24 hours) which did not induce extensive level of cell death (Figure 1, middle panels) in order to enable the identification of molecular mechanisms and chemoenhancing effects. 

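Gemcitabine changed 4747 of 16064 genes in MiaPaCa2, 2402 higher and 2345 lower, and 1272 of 16909 in PANC1, 759 higher and 513 lower. With the replicate block the counts were 4539 and 442. Deviations of same-numbered replicates from their group means correlated across genes with a coefficient of -0.0848 in MiaPaCa2 and 0.256 in PANC1. After GC correction the coefficients were -0.0335 and 0.0181. In models of 4 libraries chosen after the values were seen, same-numbered pairs called 3905 genes in PANC1 and crossed pairs 717. In number of genes, the correction for GC content moved the PANC1 count more than any other alternative planned for it, to 3048 genes, of which 1235 were also called without it, and gave 4322 in MiaPaCa2, of which 3247 were also called without it. TMM normalization called 50.6% and 59.7% of the genes as higher in MiaPaCa2 and PANC1, and scaling by library size alone 66.5% and 78.6%, since it moved the median log2 fold change of all genes by 0.107 and 0.111. Called in both cell lines were 502 genes, 248 higher in both, 167 lower in both and 87 in opposite directions. By chance 358 would be shared among the 13343 genes that could be called in both (odds ratio 1.84, two-sided Fisher's exact test, p = 2.9e-21). This test counts shared genes of either direction and treats genes as independent, which they are not, so its p overstates the evidence. The shared count was 212 with the block and 1123 after GC correction.
Of the genes called in both lines in the same direction, those with the largest rise in the line with the smaller change were the nuclear receptor gene NR4A1 (ENSG00000123358, chromosome 12, 52416616 to 52453291) and the transcription factor genes FOSB (ENSG00000125740, chromosome 19, 45971253 to 45978437) and FOS (ENSG00000170345, chromosome 14, 75745529 to 75748933). NR4A1, which overlaps an antisense RNA over 10.3% of its exon length, rose by 3.32 (standard error 0.35, adjusted p = 2.6e-05 from limma-voom with Benjamini-Hochberg adjustment, 5.4e-05 with the replicate block) in MiaPaCa2 and by 2.45 (standard error 0.24, adjusted p = 0.00252 from the same test, 0.0139 with the replicate block) in PANC1. The log2 fold changes in MiaPaCa2 and PANC1 were 3.45 and 2.35 for FOSB and 2.24 and 2.81 for FOS. With log2(FPKM + 1) in place of counts, FOSB was not called in PANC1 (adjusted p = 0.0676 from limma-trend with Benjamini-Hochberg adjustment). The largest falls were -1.40 and -1.47 for the tensin gene TNS3 (ENSG00000136205, chromosome 7, 47314752 to 47622156), -1.44 and -1.29 for the mitochondrial gene MT-ND6 (ENSG00000198695, chromosome M, 14149 to 14673), which has nuclear copies, and -1.15 and -1.03 for the methionine adenosyltransferase gene MAT2A (ENSG00000168906, chromosome 2, 85766291 to 85772404), which overlaps GGCX on the opposite strand over 12.5% of its exon length. Of the 50 genes listed per cell line in Table S4, 43 passed the low-count filter in MiaPaCa2 and 45 in PANC1, and each changed in the table's direction.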

We found that 834 genes were regulated by gemcitabine in both cell lines (Figure S2B, top‐50 genes for each cell line are provided in Table S4). 

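The enrichment analysis of the paper used a commercial database, and lists of 43 DNA replication genes and 36 mitosis genes, written before the counts were read, were tested here with limma's competitive gene set test, camera, at an inter-gene correlation of 0.01. In MiaPaCa2 gemcitabine raised 32 of the 43 replication genes, with a median log2 fold change of 0.24 (n = 43 genes, camera p = 1.9e-04, 5.2e-04 adjusted over the 42 tests, 2.7e-04 with the replicate block and 4.9e-06 after GC correction), and 29 members had an adjusted p of at most 0.05 when adjusted over the list alone and 28 when adjusted over all genes. In PANC1 it raised 41 of them, with a median of 0.64 (n = 43 genes, camera p = 3.8e-19, 5.3e-18 adjusted over the 42 tests, 8.1e-19 with the replicate block and 1.4e-18 after GC correction), and 31 against 23 members passed in the same comparison of adjustments. Of the mitosis genes, 29 fell in MiaPaCa2, with a median of -0.52 (n = 36 genes, camera p = 8.3e-08, 4.8e-07 adjusted over the 42 tests, 7.8e-08 with the replicate block and 1.3e-06 after GC correction), where 26 passed over the list alone and 25 over all genes. In PANC1 23 fell, with a median of -0.11 (n = 36 genes, camera p = 0.00167, 0.00368 adjusted over the 42 tests, 0.00202 with the replicate block and 1.5e-04 after GC correction), and the counts passing were 15 and 10. Scaled by library size alone, however, 18 of the 36 rose and 18 fell. The median relative to all genes was -0.14 under each of the 3 scalings, but a scaling moves all genes nearly alike, so this value could hardly change. With the inter-gene correlation estimated from the data in place of 0.01, the camera test in MiaPaCa2 and PANC1 gave 0.0745 and 0.00101 for replication and 0.0533 and 0.188 for mitosis. In all, 42 camera tests were made, and the Benjamini-Hochberg adjustment is over these. They include lists of the genes drawn as increased and as decreased in Fig. 3C, which the paper took from these same data. The block uses same-numbered replicates, whose deviations correlated across genes at -0.0848 in MiaPaCa2 and 0.256 in PANC1. Among single genes, the replication licensing factor gene CDT1 changed by 1.30 (standard error 0.17, adjusted p = 1.2e-04 from limma-voom with Benjamini-Hochberg adjustment, 2.3e-04 with the replicate block) in MiaPaCa2 and CDC6 by 1.36 (standard error 0.09, adjusted p = 7.0e-04 from the same test, 0.00632 with the replicate block) in PANC1, and the kinesin gene CENPE by -2.29 (standard error 0.24, adjusted p = 2.8e-05 from the same test, 7.0e-05 with the replicate block) in MiaPaCa2.

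**Figure D2:**
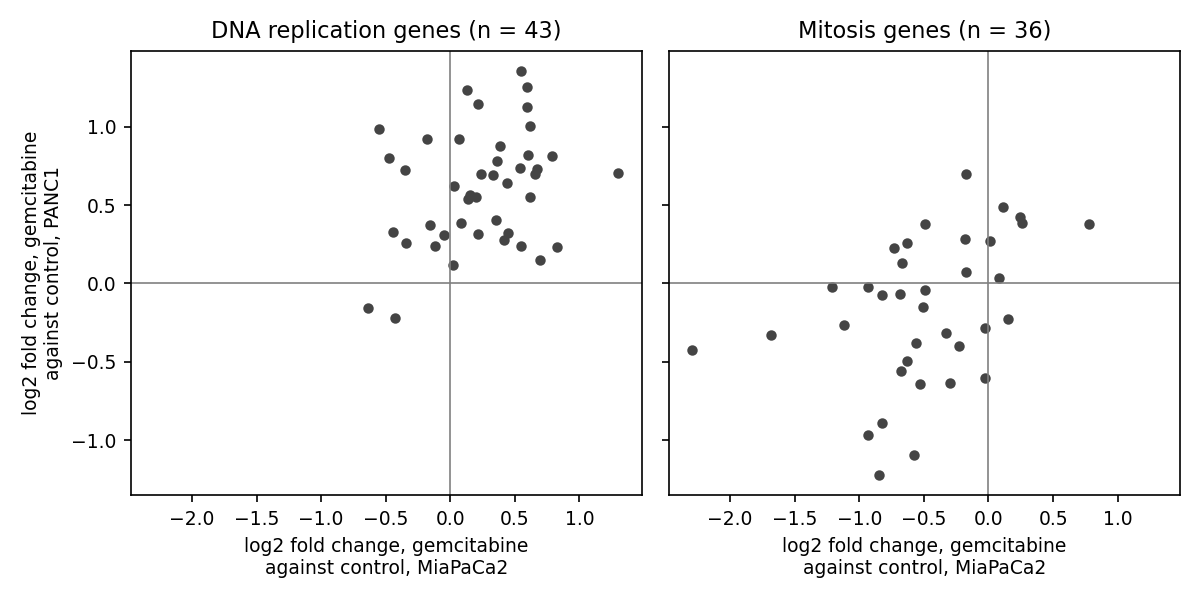
Log2 fold changes on gemcitabine in MiaPaCa2 (x axis) and PANC1 (y axis) of the DNA replication genes (left) and the mitosis genes (right), one point per gene. Of the replication genes 41 lie above 0 in PANC1 and 32 in MiaPaCa2, and of the mitosis genes 23 lie below 0 in PANC1 (18 with scaling by library size alone) and 29 in MiaPaCa2 (27 with scaling by library size alone).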

Gene ontology classifications indicated a significant enrichment for genes related to DNA replication, mitotic cell cycle, DNA repair, and apoptosis (Figure 3A). Gemcitabine is known to induce apoptosis by interfering with DNA synthesis, causing DNA damage and reducing mitosis,^2^ and this mechanism was thus readily detected at the transcriptome level in our data. Subnetwork analysis identified that MAPK1, PI3K/Akt, TGFβ1, and NFκB/TNFα‐regulated genes were significantly overrepresented upon gemcitabine treatment (Figure 3B,C). 

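The names of 79 genes can be read in Fig. 3C, 57 drawn as increased and 22 as decreased. In MiaPaCa2 all 79 changed as drawn and 75 were called. In PANC1 70 changed as drawn and 51 were called, and 48 were called in both lines. With the replicate block 34 were called in PANC1 and 32 in both lines, and after GC correction 62 in both lines. The median log2 fold changes in MiaPaCa2 and PANC1 were 0.97 and 0.88 for the genes drawn as increased and -0.75 and -0.62 for those drawn as decreased. Of the 9 that went the other way in PANC1, the called ones were GRK5 at -0.52, JUP at -0.83, KLF6 at 0.97 and SGK1 at 1.60 (adjusted p from 0.00274 to 0.0358, limma-voom with Benjamini-Hochberg adjustment), which are named for that direction after their values were seen. GRK5 and JUP did not pass with the block (adjusted p = 0.0837 and 0.0723 from the same test), with log2(FPKM + 1) values or with only the 4 libraries compared.
Of the regulators themselves, AKT1 (ENSG00000142208, chromosome 14, 105235686 to 105262088) changed by 0.47 (standard error 0.10, adjusted p = 0.00276 from limma-voom with Benjamini-Hochberg adjustment, 0.00572 with the replicate block) in MiaPaCa2, a call lost after GC correction (adjusted p = 0.144), and by -0.34 (standard error 0.13, adjusted p = 0.153 from the same test, 0.206 with the replicate block) in PANC1. TGFB1 (ENSG00000105329, chromosome 19, 41807492 to 41859827), which overlaps HNRNPUL1 on the opposite strand over 6.60% of its exon length, rose by 1.31 (standard error 0.14, adjusted p = 3.4e-05 from the same test, 8.1e-05 with the replicate block) in MiaPaCa2 and changed by 0.09 (standard error 0.21, adjusted p = 0.839 from the same test, 0.870 with the replicate block) in PANC1. HIF1A (ENSG00000100644, chromosome 14, 62162231 to 62214977) changed by -0.63 (standard error 0.11, adjusted p = 0.00106 from the same test, 0.00204 with the replicate block) in MiaPaCa2 and by 0.10 (standard error 0.22, adjusted p = 0.829 from the same test, 0.856 with the replicate block) in PANC1, negative after GC correction. The chemokine receptor gene CXCR4 (ENSG00000121966, chromosome 2, 136871919 to 136876747) rose by 2.45 (standard error 0.37, adjusted p = 3.4e-04 from the same test, 4.4e-04 with the replicate block) and 1.96 (standard error 0.40, adjusted p = 0.0268 from the same test, 0.0539 with the replicate block), so its PANC1 call did not hold with the block. TNF (ENSG00000232810, chromosome 6, 31543342 to 31546113) had 3 and 4 counts in the MiaPaCa2 controls, 2 and 5 on gemcitabine, and in PANC1 1 and 2 and 0 and 2, too few to show a change at this depth. A list of 26 NFκB target genes, written before the counts were read, had 20 members fitted in MiaPaCa2, 17 of them higher under each scaling (n = 20 genes, camera p = 3.6e-05, 1.2e-04 adjusted over the 42 tests, 3.2e-05 with the replicate block and 9.8e-05 after GC correction), with 14 members passing over the list alone and 14 over all genes. In PANC1 11 of 19 were higher, or 12 when scaled by library size alone (n = 19 genes, camera p = 0.721, 0.757 adjusted over the 42 tests, 0.732 with the replicate block and 0.373 after GC correction), with 10 and 7 members passing.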

The high number of TNFα‐regulated genes highlights the central role of the TNFα‐mediated pathway in gemcitabine response. TNFα activates NFκB transcription, and members of the NFκB transcription complex were also significantly upregulated upon gemcitabine treatment in both cell lines (including *RELB* and *NFKB2*, Figure S2C). Thus, we here describe the full genome‐wide response to gemcitabine in PANC1 and MiaPaCa2, including the specificities of each cell line.

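RELB (ENSG00000104856, chromosome 19, 45504719 to 45541450) had 6.73 ± 0.0826 FPKM (SD, n = 2) in MiaPaCa2 controls and 23.8 ± 2.01 FPKM on gemcitabine, a log2 fold change of 1.57 (standard error 0.19, adjusted p = 7.5e-05 from limma-voom with Benjamini-Hochberg adjustment, 1.3e-04 with the replicate block). In PANC1 it had 13.0 ± 3.20 and 30.1 ± 7.43 FPKM, a log2 fold change of 1.12 (standard error 0.25, adjusted p = 0.0367 from the same test, 0.0856 with the replicate block), which did not pass with the block or with log2(FPKM + 1) values. NFKB2 (ENSG00000077150, chromosome 10, 104153867 to 104162281) rose by 0.96 (standard error 0.10, adjusted p = 2.7e-05 from the same test, 8.1e-05 with the replicate block) in MiaPaCa2. In PANC1 it rose by 0.51 (standard error 0.14, adjusted p = 0.0644 from the same test, 0.135 with the replicate block), and passed after GC correction at an adjusted p of 0.00135, with library size alone at 0.0275 and with all 16 libraries in one model at 0.0297. As a list, the 5 NFκB subunit genes were all higher in both cell lines under each scaling, with an adjusted p over the 42 tests of 0.0620 in MiaPaCa2 (0.0595 with the block) and 0.0140 in PANC1 (0.0165 with the block) from limma's camera. With the inter-gene correlation estimated from the data, the unadjusted camera p rose from 0.0443 to 0.109 in MiaPaCa2 and from 0.00802 to 0.0857 in PANC1. After GC correction 4 of the 5 were higher in each line. The subunit genes passing over the list alone and over all genes numbered 2 and 2 in MiaPaCa2 and 3 and 2 in PANC1, where REL was the other one called, at 1.26 (standard error 0.25, adjusted p = 0.0247 from the same test, 0.0673 with the replicate block). With the block none of the 5 was called in PANC1.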

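The difference between the cell lines in their response to gemcitabine was tested directly, in a model of all 16 libraries. Of 17863 genes, 2728 differed at an adjusted p of at most 0.05 from limma-voom with Benjamini-Hochberg adjustment, 1110 with the more positive change in PANC1 and 1618 in MiaPaCa2. The replicate block left 1516 such genes, and GC correction, the alternative that moved the count most, gave 4647. The log2 fold changes in MiaPaCa2 and PANC1 correlated across the genes that could be called in both with a Pearson coefficient of 0.153, and 52.2% of them had the same sign. After GC correction the coefficient was 0.306. From the enrichment of genes for DNA replication, mitotic cell cycle, repair and apoptosis, the paper concludes that the known action of gemcitabine on DNA synthesis and mitosis was detected at the transcriptome level, and from the number of TNFα-regulated genes it reasons that the TNFα-mediated pathway has a central role in the response.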

**Figure 3:**
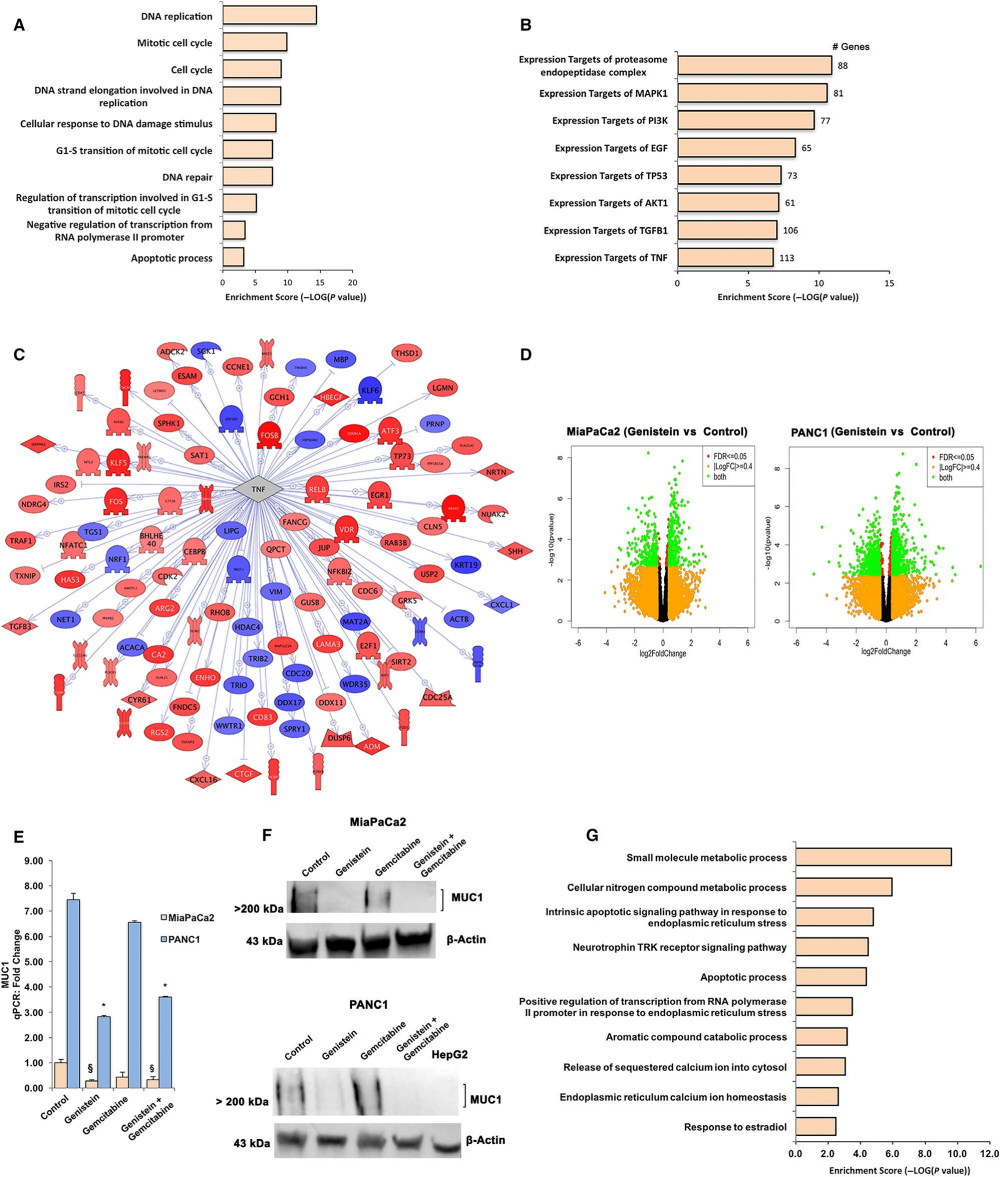
Transcriptomic effects of gemcitabine and genistein treatment in MiaPaCa2 and PANC1. RNA‐Seq was performed and 834 genes was determined as regulated by gemcitabine in both cell lines. Among these genes, several biological functions (A) and subnetworks (B) were enriched, including (C) targets of TNFα‐signaling (n = 113). D, RNA‐Seq determined genes regulated by genistein, as depicted by Volcano plots. E, qPCR confirms RNA‐seq data of increased MUC1 expression in chemoresistant PANC1 compared to MiaPaCa2, and subsequent repression by genistein treatment (24 h) in both cell lines. F, Western blot corroborates MUC1 protein expression in MiaPaCa2 and PANC1 and the subsequent repression by genistein treatment (48 h) in both cell lines. Protein above 200 kDa is indicated, as expected. The HepG2 cell line have no mRNA evidence of MUC1 (per the http://www.proteinatlas.org) and was used as negative control, β‐actin was used as a loading control. G, Upon addition of genistein to gemcitabine treatment, 154 genes were regulated in both cell lines, and the biological functions enriched among these genes are visualized. X‐axes in A, B and F show the enrichment score [−log_10_(*P* value)]

### 3.4 Chemoenhancing pathways of genistein include intrinsic apoptosis and MUC1 repression

The main difference between AXP107‐11 and genistein is the bioavailability. Once inside the cells, such as in cell line treatments, the molecules are expected to behave in identical manners. To explore how the addition of genistein (50 μmol/L, 24 hours) modified the transcriptome. We corroborated that genistein, like AXP107‐11, significantly decreased cell proliferation with corresponding IC_50_ (Figure S2D,E, left panels), and similar synergistic effects (Figure S2D,E, middle and right panels). Genistein alone significantly regulated genes in both cell lines (Figure 3D, Table S5 for top‐50 regulated genes) and 148 of these gene regulations were common for both cell lines (Figure S2F). 

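Genistein changed 1335 genes in MiaPaCa2, 671 higher and 664 lower, and 10 in PANC1, all higher. The share called as higher in MiaPaCa2 depended on the setting, from 41.3% with library size alone to 70.3% with log2(FPKM + 1) values. At an unadjusted p under 0.05 there were 4391 genes in MiaPaCa2 and 3252 in PANC1. The replicate block gave 940 and 0 calls, and same-numbered replicates correlated with a coefficient of -0.0589 in MiaPaCa2 and 0.0825 in PANC1. Pairing in 4 libraries, tried after the values were seen, called 1534 genes in PANC1 with same-numbered and 853 with crossed replicates. In number of genes, GC correction moved the PANC1 count most among the alternatives planned for it, to 1223, and gave 1768 in MiaPaCa2, of which 1073 were also called without it. The Wald test of DESeq2 called 694 genes in PANC1, 32.1% of them higher. Both cell lines shared 6 called genes, all higher, against 0.851 by chance among 12937 (odds ratio 19.2, two-sided Fisher's exact test, p = 4.6e-05), 0 with the block and 339 after GC correction. The log2 fold changes in MiaPaCa2 and PANC1 of the shared genes with the largest rises included 0.61 and 2.00 for the noncoding RNA RP11-284F21.10 (ENSG00000272405, chromosome 1, 156611458 to 156614679), which overlaps BCAN on the opposite strand over 5% of its exon length, and 0.56 and 0.84 for the ferritin gene FTL (ENSG00000087086, chromosome 19, 49468566 to 49470136), which has processed pseudogenes. Their adjusted p in PANC1 was 0.0264 and 0.0382 from limma-voom with Benjamini-Hochberg adjustment, and 0.155 and 0.168 with the block, and neither passed with log2(FPKM + 1) values, nor FTL with DESeq2's size factors. Of the genes of Table S5 that passed the low-count filter, all 49 in MiaPaCa2 and all 45 in PANC1 changed in the table's direction, and 49 and 3 were called.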

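The calcium release channel gene ITPR1 (ENSG00000150995, chromosome 3, 4535029 to 4889190) had 3.87 ± 1.17 FPKM (SD, n = 2) in MiaPaCa2 controls and 4.47 ± 1.81 FPKM on genistein, and its log2 fold change on the counts was 0.66 (standard error 0.14, adjusted p = 0.0128 from limma-voom with Benjamini-Hochberg adjustment, 0.0212 with the replicate block). With log2(FPKM + 1) values this change was 0.15 and was not called. In PANC1 the log2 fold change was 0.51 (standard error 0.13, adjusted p = 0.131 from the same test, 0.256 with the replicate block), which passed at 0.0312 with all 16 libraries in one model. A list of 26 endoplasmic reticulum stress genes, written before the counts were read, was tested with camera. In MiaPaCa2 17 of the 26 were higher, or 13 when scaled by library size alone, with a median log2 fold change of 0.04 (n = 26 genes, camera p = 0.0487, 0.0660 adjusted over the 42 tests, 0.0450 with the replicate block and 0.0530 after GC correction, and 0.135 with an estimated inter-gene correlation). In PANC1 25 were higher, 24 with DESeq2's size factors, with a median of 0.25 (n = 26 genes, camera p = 3.8e-08, 2.7e-07 adjusted over the 42 tests, 6.8e-08 with the replicate block and 2.4e-09 after GC correction, 0.00355 with an estimated correlation). Adjusted over the list alone, 4 members passed in MiaPaCa2 and 10 in PANC1, and adjusted over all genes 4 and 4. The transcription factor gene ATF3 rose by 1.52 (standard error 0.16, adjusted p = 0.0395 from the same test, 0.168 with the replicate block) in PANC1, where none of the 26 was called with the block.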

Functional annotation of these genes revealed an enrichment for the biological processes calcium ion release, intrinsic apoptotic signaling in response to endoplasmic reticulum stress (eg *DDIT3* and *ITPR1*), and estradiol signaling (Figure S2G), which are particularly relevant to genistein's proposed functions.^15^ 

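In MiaPaCa2, DDIT3 (ENSG00000175197, chromosome 12, 57910371 to 57915520) had 10.5 ± 0.00453 FPKM (SD, n = 2) in controls and 19.6 ± 0.566 FPKM on genistein, a log2 fold change of 0.89 (standard error 0.15, adjusted p = 0.00398 from limma-voom with Benjamini-Hochberg adjustment, 0.00861 with the replicate block). In PANC1 the values were 30.5 ± 1.43 and 67.4 ± 3.77 FPKM and 1.10 (standard error 0.13, adjusted p = 0.0499 from the same test, 0.206 with the replicate block). The PANC1 call was also lost with DESeq2's size factors (adjusted p = 0.0712) and without the low-count filter (0.0523), and after GC correction the adjusted p was 0.00326. The exons of DDIT3 overlap those of MARS1 on the opposite strand over 27.2% of their length, and the strand setting of the read counting is not named in the paper's text.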

A different estrogenic ligand (bisphenol A) has been found to impact Ca^2+^ in mouse pancreatic beta cells,^23^ and DDIT3 which was significantly upregulated in both cell lines (Figure S2H) is a marker of endoplasmic reticulum stress which can activate apoptosis.^24^ We also note that the nuclear receptor VDR was regulated in both cell lines, and NR4A1 (also known as Nur77 or NGFIB) in MiaPaCa2. 

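VDR (ENSG00000111424, chromosome 12, 48235320 to 48336831) had 0.611 ± 0.153 FPKM (SD, n = 2) in MiaPaCa2 controls and 1.41 ± 0.0210 FPKM on genistein, a log2 fold change of 1.41 (standard error 0.19, adjusted p = 0.00131 from limma-voom with Benjamini-Hochberg adjustment, 0.00278 with the replicate block). With log2(FPKM + 1) values the adjusted p was 0.0725 from limma-trend. In PANC1 it had 1.82 ± 0.226 and 1.99 ± 0.116 FPKM, a log2 fold change of -0.07 (standard error 0.15, adjusted p = 0.829 from the same test, 0.866 with the replicate block), smaller than its standard error and positive with log2(FPKM + 1) values. NR4A1, with 9 and 16 counts in the MiaPaCa2 controls and 26 and 62 on genistein, rose by 1.65 (standard error 0.38, adjusted p = 0.0187 from the same test, 0.0289 with the replicate block) and did not pass with log2(FPKM + 1) values (adjusted p = 0.114). In PANC1 NR4A1 had 31 and 37 counts in controls and 17 and 13 on genistein, a change of -0.15 (standard error 0.33, adjusted p = 0.847 from the same test, 0.869 with the replicate block) that turned positive after GC correction and with log2(FPKM + 1) values.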

NR4A1 has been implicated in oncogenesis and tumor suppression, as well as with endoplasmic reticulum stress, in PDAC cells.^25^

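Adding genistein to gemcitabine changed 945 genes in MiaPaCa2 relative to gemcitabine alone, 651 higher and 294 lower, and 3 in PANC1, 2 higher and 1 lower. There were 3804 genes in MiaPaCa2 and 2262 in PANC1 at an unadjusted p under 0.05. With the replicate block 617 and 0 were called. Same-numbered replicates correlated with a coefficient of -0.0998 in MiaPaCa2 and -0.298 in PANC1, and pairing replicate I of one group with replicate II of the other, a fit of 4 libraries chosen after that value was seen, called 1009 genes in PANC1 against 29 with same-numbered pairs in the same 4 libraries. GC correction gave 1558 calls in MiaPaCa2 and 1170 in PANC1, the largest counts among the alternatives planned for them, and after it the correlation of same-numbered replicates in PANC1 was -0.0558. Called in both cell lines was 1 gene, against 0.188 by chance among 13423 (two-sided Fisher's exact test, p = 0.177), 0 with the block and 391 after GC correction. It was the asparagine synthetase gene ASNS (ENSG00000070669, chromosome 7, 97480989 to 97501854), with a log2 fold change of 0.96 (standard error 0.08, adjusted p = 2.7e-04 from limma-voom with Benjamini-Hochberg adjustment, 0.00104 with the replicate block) in MiaPaCa2 and 1.12 (standard error 0.09, adjusted p = 0.0122 from the same test, 0.0663 with the replicate block) in PANC1, where it did not pass with the block or with only the 4 libraries compared. A noncoding RNA on the same strand covers 49.3% of its exon length. Of the genes of Table S6 tested, all 49 in MiaPaCa2 and all 49 in PANC1 changed in the table's direction, and 40 and 1 were called, or 40 and 39 after GC correction.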

Next, to detail the chemoenhancing property of genistein, we compared RNA‐Seq between co‐treatment and gemcitabine monotherapy (top‐50 genes listed in Table S6) and found that 154 genes were significantly modulated by this in both cell lines (Figure S2I). 

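Of the 26 endoplasmic reticulum stress genes, 21 were higher on co-treatment than on gemcitabine alone in MiaPaCa2, 19 with scaling by library size alone, and their median log2 fold change was 0.25 (n = 26 genes, camera p = 9.2e-08, 4.8e-07 adjusted over the 42 tests, 1.2e-07 with the replicate block and 1.2e-07 after GC correction). In PANC1 18 were higher under each scaling, with a median of 0.13 (n = 26 genes, camera p = 8.9e-05, 2.7e-04 adjusted over the 42 tests, 1.3e-04 with the replicate block and 1.8e-04 after GC correction). The estimated inter-gene correlation gave p = 0.00735 and 0.0119 in MiaPaCa2 and PANC1. In MiaPaCa2 12 members passed when adjusted over the list alone and 9 over all genes, and in PANC1 5 and 1, the latter not called with the block. ATF3 rose by 1.16 (standard error 0.19, adjusted p = 0.00420 from limma-voom with Benjamini-Hochberg adjustment, 0.00966 with the replicate block) in MiaPaCa2.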

Co‐treatment modified genes involved in intrinsic apoptosis in response to endoplasmic reticulum stress, release of sequestered calcium ion into cytosol, and response to estradiol (Figure 3G). 

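MUC1 transcripts were measured in all 4 groups of each cell line. In MiaPaCa2, MUC1 had 10.9 ± 1.82 FPKM (SD, n = 2) on gemcitabine, 7.62 ± 3.04 on genistein and 5.79 ± 2.65 on co-treatment. In PANC1 the values were 36.8 ± 8.23, 27.7 ± 4.41 and 18.5 ± 3.75 FPKM in the same order. Genistein alone lowered it by a log2 fold change of -1.42 (standard error 0.18, adjusted p = 0.00100 from limma-voom with Benjamini-Hochberg adjustment, 0.00250 with the replicate block) in MiaPaCa2, which did not pass with log2(FPKM + 1) values, and by -0.83 (standard error 0.15, adjusted p = 0.101 from the same test, 0.236 with the replicate block) in PANC1. The PANC1 fall passed with DESeq2 (adjusted p = 0.00130), after GC correction (0.0121), with only the 4 libraries compared (0.0452) and with all 16 libraries in one model (0.00749). Genistein added to gemcitabine changed it by -0.62 (standard error 0.20, adjusted p = 0.0732 from the same test, 0.102 with the replicate block) in MiaPaCa2, passing after GC correction at 0.0104, and by -0.91 (standard error 0.15, adjusted p = 0.111 from the same test, 0.286 with the replicate block) in PANC1, passing with DESeq2 at 0.00195, after GC correction at 0.00496 and with all 16 libraries at 0.00755. Every setting and every fit with 1 replicate left out kept the fall in both cell lines.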

MUC1, which mediates gemcitabine resistance in pancreatic cancer,^26^, ^27^ was repressed upon addition of genistein in both cell lines (Figure S2H) and this was corroborated using qPCR (Figure 3E) and western blot (Figure 3F). Collectively, our data provide a genome‐wide map of how genistein potentiates the anti‐tumor functions of gemcitabine.

### 3.5 GPER1 is a potential mediator of genistein activity in pancreatic cancer cells

In order to decipher the molecular mechanism whereby genistein sensitizes PDAC towards gemcitabine treatment, we reviewed the RNA‐Seq data. Estradiol signaling was an overrepresented function among regulated genes, and was also indicated in the treatment‐predictive profile of the PDX tumors above (Figure 2F). 

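Few reads were counted on CHRNA7 (ENSG00000175344, chromosome 15, 32215641 to 32465219), the nicotinic receptor subunit gene, which shares sequence with the fusion gene CHRFAM7A. It had 10 and 3 counts in the MiaPaCa2 controls and 12 and 25 on genistein, a log2 fold change of 1.39 (standard error 0.48, adjusted p = 0.0781 from limma-voom with Benjamini-Hochberg adjustment, 0.0888 with the replicate block), which passed after GC correction at 0.0270 without the block and 0.0250 with it. In PANC1 it had 20 and 25 counts in controls and 6 and 8 on genistein, a log2 fold change of -0.61 (standard error 0.41, adjusted p = 0.465 from the same test, 0.525 with the replicate block). On gemcitabine alone the MiaPaCa2 libraries had 40 and 32 counts.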

Other connections of the predictive profile (visualized in Figure S3) such as NFκB, VDR, Ca^2+^ release, and cholinergic receptor nicotinic alpha 7 (CHRNA7), were also regulated by genistein in vitro, and have been linked to genistein treatment previously. While genistein is a known phytoestrogen, there is no clear evidence at neither mRNA nor protein level that the nuclear estrogen receptors ERα or ERβ are expressed in the pancreas or PDAC.^28^ In our data set for the PANC1 and MiaPaCa2 cell lines, mRNA for ERα and ERβ was not detectable by RNA‐Seq (FPKM <0.1 for both). Thus, we excluded their involvement and considered the membrane‐bound GPER1 as a potential target for estrogenic signaling.

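No read was counted on ESR1 (ENSG00000091831, chromosome 6, 151977826 to 152450754), which encodes ERα, in any of the 16 libraries. Totals ran from 12943482 to 31991860 counts per library, and 3 counts of such a total are taken as the smallest amount that can be shown, covering counting error only. ESR2 (ENSG00000140009, chromosome 14, 64550950 to 64804830), which encodes ERβ, had at most 2 counts in each PANC1 library and a mean of at most 0.0780 FPKM in a PANC1 group. In MiaPaCa2 it had 0.0828 ± 0.0471 FPKM (SD, n = 2) in controls with 4 and 4 counts, 0.271 ± 0.267 on gemcitabine with 18 and 5 counts, 0.112 ± 0.00924 on genistein with 2 and 5 counts and 0.576 ± 0.309 on co-treatment with 13 and 13 counts. A noncoding RNA on the same strand covers 4.40% of its exon length. Its log2 fold change on gemcitabine in MiaPaCa2, 0.99 (standard error 0.60, adjusted p = 0.212 from limma-voom with Benjamini-Hochberg adjustment, 0.175 with the replicate block), was not significant.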

Although GPER1 expression was not significantly associated with the response to AXP107‐11‐gemcitabine combination in the PDX ex vivo cultures (Figure 2E), it was expressed 2.6 times higher in sensitive compared to resistant PDXs. GPER1 has not previously been reported to have a role in PDAC, but our RNA‐Seq data indicate its activation. GPER1 is known to affect calcium influx into cytoplasm,^29^ which in turn can control apoptosis,^30^ and both these functions were identified in our analysis. We explored whether GPER1 is expressed in clinical specimens of pancreatic cancer and if it is related to survival. We used the OncoLnc tool^17^ to measure COX coefficients and patient survival of TCGA pancreatic cancer cohort (n = 175). We found that GPER1 is expressed in a proportion of clinical samples of PDAC (64% has >1 FPKM), and that higher expression is linked to better survival in PDAC patients (Figure 4A, top 64% vs low 36%, log rank *P*‐value = .019). This was significant also when comparing lower and upper groups of similar size (low 36% vs high 36%, *P* = .04). We confirmed GPER1 expression in our cell lines at both mRNA and protein levels using qPCR and western blot (Figure 4B,C). We then connected the genistein‐induced gene expression and overrepresented subnetworks with literature mining using the Pathway Studio's software. A model illustrating the generated mechanism of action in pancreatic cancer is illustrated in Figure 4D. This suggested that genistein activates GPER1, which in turn impacts MAPK signaling with subsequent activation of downstream transcription factors (including VDR, RXRA, SP1, DDIT3) and apoptotic signaling (including CASP9). 

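Of the genes encoding these factors, with values given for MiaPaCa2 and then PANC1, RXRA (ENSG00000186350, chromosome 9, 137208944 to 137332431) had log2 fold changes of -0.24 and -0.43 on co-treatment relative to gemcitabine (adjusted p = 0.238 and 0.386 from limma-voom with Benjamini-Hochberg adjustment, 0.307 and 0.519 with the block). Both falls passed after GC correction, at 0.0430 and 0.0179, with a change smaller than the fold criterion in MiaPaCa2. SP1 (ENSG00000185591, chromosome 12, 53773960 to 53810230) changed by -0.37 and -0.17 (adjusted p = 0.0525 and 0.457 from the same test, 0.0919 and 0.585 with the block), and its MiaPaCa2 fall passed after GC correction at 0.00793 and with DESeq2 at 0.0429, smaller than the fold criterion in both. DDIT3 changed by 0.77 and 0.60 (adjusted p = 0.00770 and 0.111 from the same test, 0.0177 and 0.286 with the block). Its MiaPaCa2 rise did not pass with log2(FPKM + 1) values, and its PANC1 rise passed after GC correction at 0.00728, with DESeq2 at 0.00214 and with all 16 libraries in one model at 0.00342. MAPK3 (ENSG00000102882, chromosome 16, 30125426 to 30134827) and MAPK14 (ENSG00000112062, chromosome 6, 35995559 to 36079013) did not change detectably, with log2 fold changes of -0.04 and -0.03 and of 0.04 and -0.02 and adjusted p from 0.810 to 0.945 from the same test and from 0.849 to 0.957 with the block. Their directions differed between settings. RNA levels do not measure phosphorylation. From the genistein-induced expression, the overrepresented subnetworks and literature mining, the paper proposes that genistein activates GPER1 upstream of MAPK signaling, these transcription factors and apoptotic signaling.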

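VDR, ITPR1, the calpain gene CAPN5 (ENSG00000149260, chromosome 11, 76778008 to 76837201), the glutathione-degrading enzyme gene CHAC1 (ENSG00000128965, chromosome 15, 41245160 to 41248710), the caspase gene CASP9 (ENSG00000132906, chromosome 1, 15817327 to 15853029) and the phospholipase gene PLCG2 (ENSG00000197943, chromosome 16, 81812884 to 81996290) all rose on co-treatment relative to gemcitabine alone in both cell lines. In MiaPaCa2 the log2 fold changes were 0.95 (standard error 0.12, adjusted p = 8.0e-04 from limma-voom with Benjamini-Hochberg adjustment, 0.00364 with the replicate block) for VDR, 0.68 (standard error 0.11, adjusted p = 0.00375 from the same test, 0.0124 with the replicate block) for CAPN5 and 0.64 (standard error 0.12, adjusted p = 0.00705 from the same test, 0.0174 with the replicate block) for ITPR1. CHAC1 rose by 1.29 (standard error 0.22, adjusted p = 0.00511 from the same test, 0.0111 with the replicate block), CASP9 by 0.59 (standard error 0.12, adjusted p = 0.0110 from the same test, 0.0272 with the replicate block) and PLCG2 by 0.56 (standard error 0.10, adjusted p = 0.00559 from the same test, 0.0186 with the replicate block). All 6 were called in MiaPaCa2. On log2(FPKM + 1) values none but VDR was, and CASP9 was not with all 16 libraries in one model either (adjusted p = 0.0520). In PANC1 the rises were 0.44 for VDR, 0.46 for CAPN5, 0.41 for ITPR1, 1.25 for CHAC1, 0.60 for CASP9 and 0.46 for PLCG2, with standard errors from 0.13 to 0.23, and adjusted p from 0.117 to 0.307 from the same test and from 0.286 to 0.466 with the block, so none was called. After GC correction the adjusted p ran from 0.00129 to 0.0587, and all but VDR passed. With all 16 libraries in one model VDR, ITPR1, CHAC1 and PLCG2 passed in PANC1, at adjusted p from 0.0139 to 0.0457, and CHAC1 passed with DESeq2 at 4.8e-04. A noncoding RNA on the same strand covers 22.6% of the exon length of PLCG2.

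**Figure D3:**
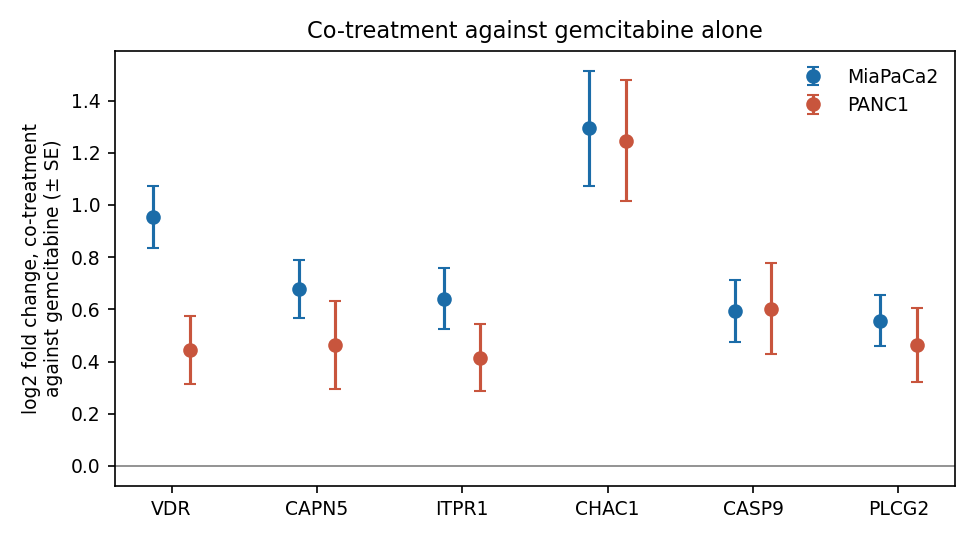
Log2 fold changes on co-treatment relative to gemcitabine alone of 6 genes in MiaPaCa2 and PANC1, with error bars of ± 1 standard error. All points lie above 0, between 0.41 for ITPR1 in PANC1 and 1.29 for CHAC1 in MiaPaCa2.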

Regulations of indicated key members upon co‐treatment (per RNA‐Seq) is shown in Figure 4E. Based on this data, we propose that genistein can activate GPER1 in pancreatic cells and that this enhances the antiproliferative, apoptotic, and chemoenhancing functions of genistein.

**Figure 4:**
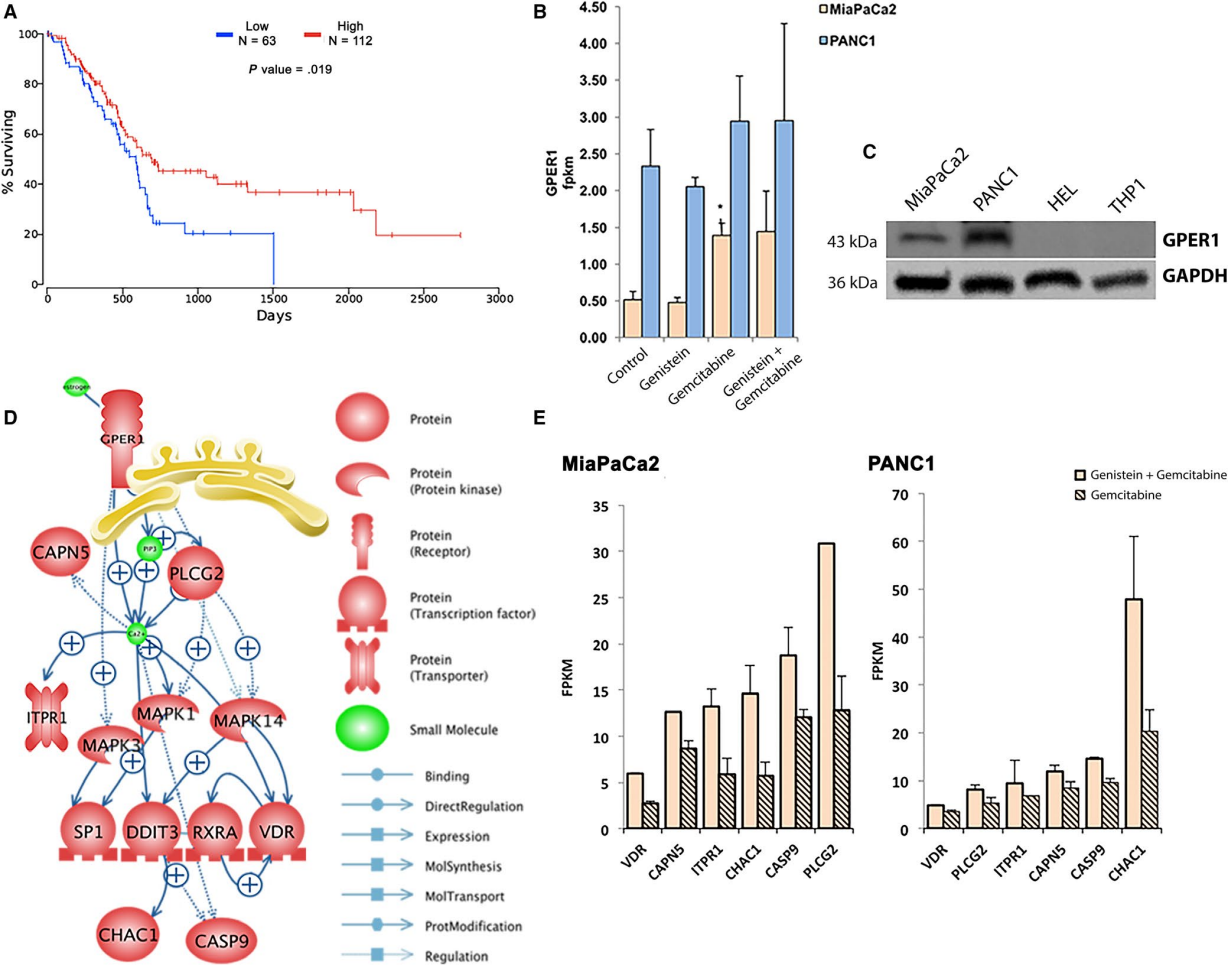
GPER1 as proposed molecular mechanism of genistein in pancreatic cancer cells. A, A higher expression of GPER1 mRNA (>68 RSEM) is correlated with better overall survival (log‐rank test, *P* = .019) in the TCGA cohort of pancreatic cancer patients (n = 175). B, GPER1 mRNA and (C) protein is expressed in both MiaPaCa2 and PANC1, and higher in PANC1. Protein is indicated at approximately 43 kDa, the erythroleukemia HEL and leukemic monocyte THP1 cell lines that have no mRNA evidence of GPER1 (per the http://www.proteinatlas.org) were used as negative controls, and GAPDH was used as a loading control. D, Proposed molecular mechanism of genistein includes activation of the GPER1 and downstream proposed targets, based on RNA‐seq analysis of treated MiaPaCa2 and PANC1 cells. E, Expression (FPKM values) of proposed genistein‐targets upregulated upon co‐treatment with genistein compared to gemcitabine monotreatment (FDR < 0.05) in MiaPaCa2 (left) and PANC1 (right)

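GPER1 (ENSG00000164850, chromosome 7, 1121844 to 1133451), with no exon shared with another annotated gene, had 0.515 ± 0.113 FPKM (SD, n = 2) in MiaPaCa2 controls with 32 and 18 counts and 2.33 ± 0.496 FPKM (SD, n = 2) in PANC1 controls with 165 and 185 counts. The log2 fold change of PANC1 relative to MiaPaCa2 was 2.00 (standard error 0.43, adjusted p = 0.00119 from limma-voom with Benjamini-Hochberg adjustment, 0.00212 with the replicate block). As counts scaled to library size (CPM), the control means were 1.62 in MiaPaCa2 and 6.66 in PANC1. Genistein alone changed GPER1 by -0.16 (standard error 0.38, adjusted p = 0.822 from the same test, 0.809 with the replicate block) in MiaPaCa2, where it had 0.477 ± 0.0712 FPKM, and by -0.08 (standard error 0.34, adjusted p = 0.925 from the same test, 0.935 with the replicate block) in PANC1, where it had 2.06 ± 0.119 FPKM and the direction turned positive after GC correction. Neither change was larger than its standard error. With genistein added to gemcitabine, the changes were 0.17 (standard error 0.26, adjusted p = 0.738 from the same test, 0.783 with the replicate block) and -0.01 (standard error 0.32, adjusted p = 0.993 from the same test, 0.994 with the replicate block), the latter turning positive with edgeR's quasi-likelihood test, DESeq2, scaling by library size alone and all 16 libraries in one model.

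**Figure D4:**
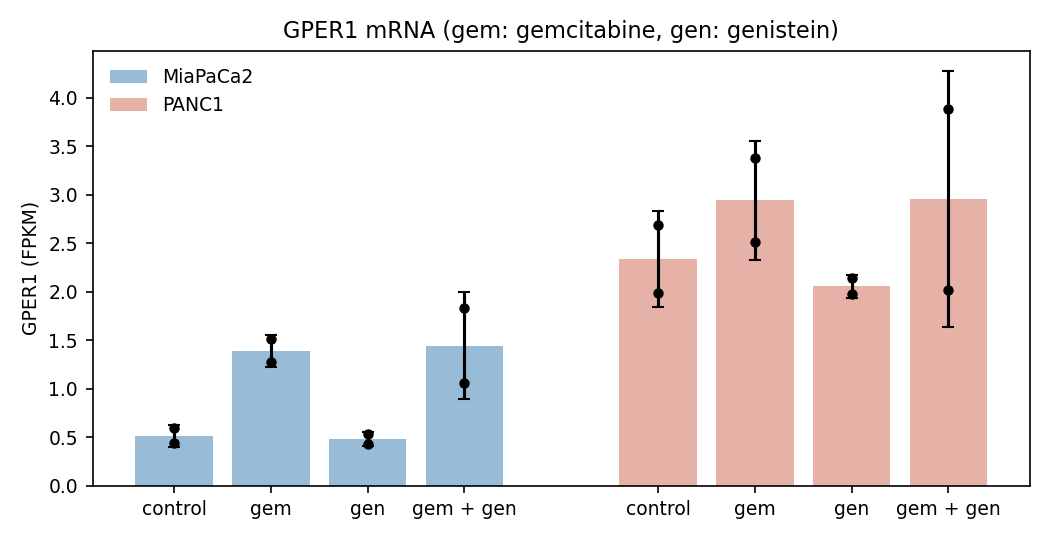
GPER1 mRNA as deposited FPKM in each treatment group of MiaPaCa2 and PANC1. Bars are means of 2 replicates, points are the replicates and error bars are the SD. Means lie between 0.477 and 1.44 FPKM in MiaPaCa2 and between 2.06 and 2.95 FPKM in PANC1.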

### 3.6 Verification of GPER1 function in pancreatic cancer cells

In order to test our hypothesis that GPER1 mediates some or all of the anti‐proliferative and chemoenhancing effects of genistein, we performed experiments with selective GPER1 agonist and antagonists. The selective agonist G1 has been reported to not bind ERα, ERβ, nor 25 other G‐protein coupled receptors at concentrations below 10 μmol/L,^31^ and not induce response in *Gper* knock out mice.^32^ We treated both MiaPaCa2 and PANC1 with different concentrations of G1 for 48 and 72 hours followed by proliferation assay (Figure S2K). A significant reduction of proliferation was observed at 0.5 or 1 μmol/L G1 (72 hours). Combining G1 treatment with GPER1 antagonist G15 could partially (MiaPaCa2) or fully (PANC1) restore cell proliferation (Figure 5A), and G1 enhanced efficacy of gemcitabine in both cell lines (Figure S2L). We corroborated that PARP, caspase 3 (CASP3), and caspase 9 (CASP9) cleavage was activated by G1 treatment (2 μmol/L, 48 hours) in both cell lines (Figure 5B), and FACS analysis demonstrated an 18‐fold increase of apoptosis in PANC1 (Figure 5C). In conclusion, GPER1‐selective ligand mimicked and GPER1 antagonist could block these activities, supporting an antitumorigenic role for GPER1 in PDAC.

**Figure 5:**
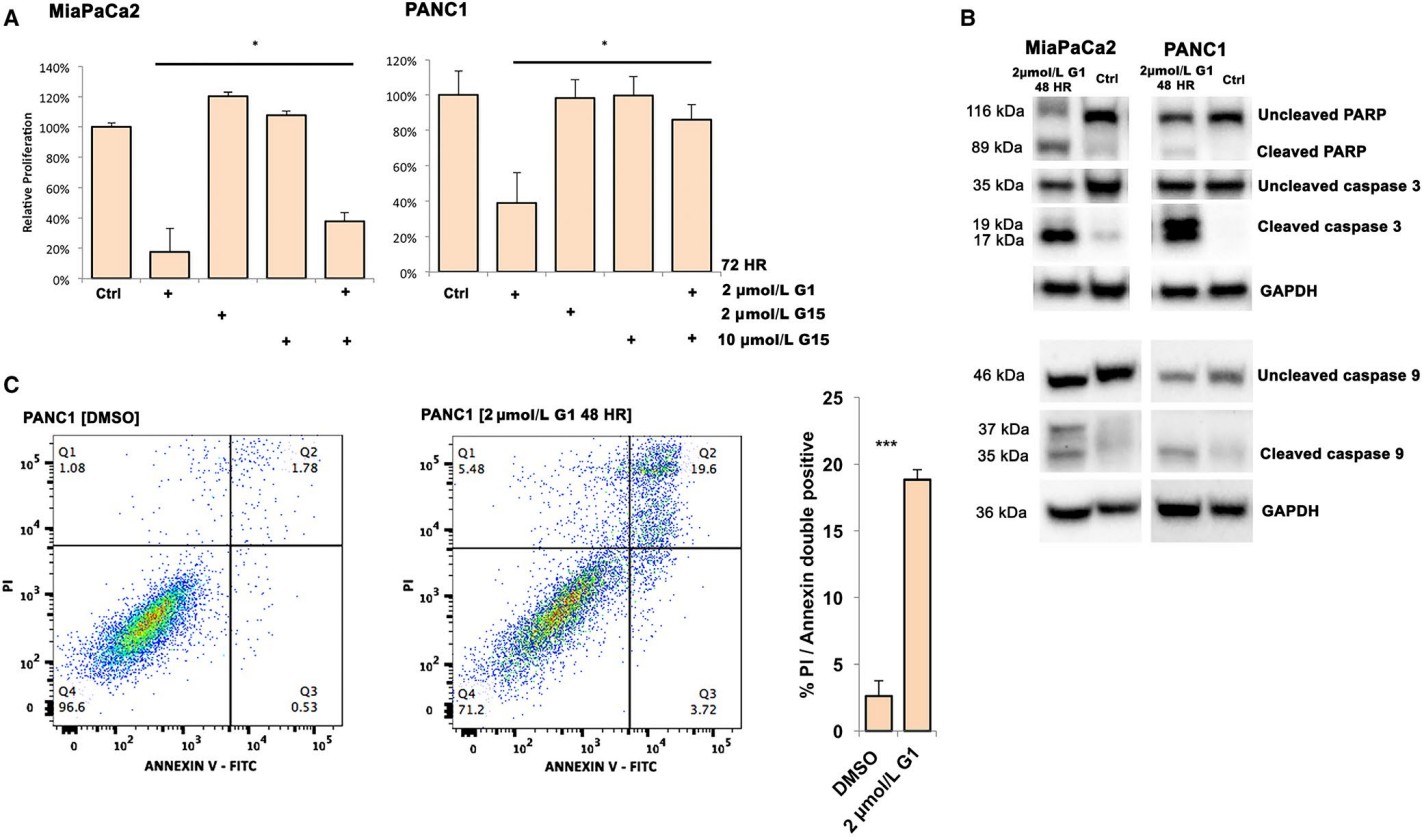
GPER1 mediates anti‐proliferative effects in pancreatic cancer. A, GPER1 agonist (G1, 2 μmol/L) reduces cell proliferation of both cell lines (MTT assay, 72 h), which is attenuated upon addition of GPER1 antagonist (G15). B, G1 induces PARP, caspase 3, and caspase 9 cleavage in both MiaPaCa2 and PANC1. C, Propidium iodide (PI) and Annexin V staining demonstrate apoptosis in PANC1 cells after G1 treatment (2 μmol/L, 48 h). Error bar represents SEM and unpaired two‐tailed *t* test was used to test significance (*P < .05, **P < .01, ***P < .001)

## 4 DISCUSSION

Preclinical studies have indicated that genistein have chemoenhancing effects but its efficacy has essentially been unexplored and its precise mechanism of action in PDAC is not known.^13^ Here, we have validated the anti‐proliferative and chemoenhancing properties of genistein and its derivate AXP107‐11 in human PDAC cell lines and explored its efficacy on patient‐derived tumors ex vivo and in vivo. We have further dissected corresponding GPER1‐mediated mechanisms, showed that a higher expression of GPER1 in PDAC is correlated to improved survival in patients, and validated GPER1 activity in PDAC cell lines by using selective agonist and antagonist accompanied by functional assays and marker analysis. Thus, we propose that GPER1 should be clinically evaluated as a potential therapeutic target in PDAC.

GPER1 is a trans‐membrane G protein‐coupled receptor that was cloned in 1997,^33^ but not established as an membrane‐bound estrogen receptor until 2005.^34^ Studies of *Gper1* knockout mice has indicated that GPER1 has a metabolic role in the in vivo pancreas,^35^ but it has previously not been linked to pancreatic cancer. Rather, reports have indicated a role for another estrogen receptor, ERβ, in PDAC.^36^, ^37^ However, the studies which determined that ERβ is expressed in PDAC used antibodies which have been recognized as problematic.^28^ Current TCGA data, based on unbiased large‐scale RNA‐Seq of clinical tumor specimens, do not support the expression of ERβ in PDAC. Out of 176 PDAC cases analyzed, the average level of ERβ was a mere 0.1 FPKM (with no case over 0.6 FPKM). As comparison, other transcription factors are expressed significantly more (eg MYC up to 121 FPKM, and nuclear receptors VDR and NR4A1 up to 23 and 101 FPKM, respectively). GPER1 is expressed in PDAC at considerably higher levels (up to 127 FPKM) than ERβ.

GPER1 has been implicated in cell proliferation in various other tumors, and its ligand was recently demonstrated to be efficacious for treatment of melanoma in mice models.^38^ Genistein activates GPER1 with an EC_50_ of 133 nmol/L.^39^ We note that GPER1 agonists (G1, genistein, AXP107‐11) were more efficacious in MiaPaCa2 than in PANC1 in our study, although GPER1 was expressed at higher levels in PANC1. However, the effect was completely inhibited by antagonist (G15) in PANC1 while this was not the case in MiaPaCa2. It is possible that additional pathways play a role in MiaPaCa2.

Genistein has specific and potent activities by binding to estrogen receptors 40 at concentrations of 1 nmol/L to 1 μmol/L.^41^ At high concentration (>20‐60 μmol/L), genistein can have general cytotoxic effects,^42^ including cell membrane protein perturbations.^43^ In our study, we noted potent chemoenhancing effects at low concentrations (1 μmol/L), which were also corroborated in vivo (AXP107‐11 substance). Although higher doses were used for ex vivo (organotypic cultures) and in vivo (PDX models) due to methodological considerations, ie measuring effects in a shorter time frame than in the clinical setting, this still enables prediction to anticancer drugs in PDAC patients.^21^ While additional mechanisms cannot be excluded, and it is possible that our RNA‐Seq analysis of treated cell lines and ex vivo analyses which used higher concentrations also picked up unspecific effects, our data do identify GPER1 as a main mechanism. We noted that gemcitabine itself upregulated GPER1, which in turn would enable its increased activation if treatment is combined with its ligand (AXP107‐11). 

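Gemcitabine raised GPER1 in MiaPaCa2 to 1.39 ± 0.166 FPKM (SD, n = 2), with 61 and 63 counts, a log2 fold change of 1.13 (standard error 0.33, adjusted p = 0.0162 from limma-voom with Benjamini-Hochberg adjustment, 0.0201 with the replicate block). With all 16 libraries in one model the adjusted p was 0.0845. In PANC1 it had 2.94 ± 0.614 FPKM (SD, n = 2), with 166 and 136 counts, a log2 fold change of 0.19 (standard error 0.31, adjusted p = 0.746 from the same test, 0.799 with the replicate block), which ran from -0.06 to 0.43 with each replicate left out in turn. The difference between the cell lines in this change was -1.03 (PANC1 minus MiaPaCa2, adjusted p = 0.220 from the same test). After GC correction this difference was -0.53 (adjusted p = 0.253 from the same test). From the rise on gemcitabine, the paper reasons that more GPER1 could be activated when a ligand is added.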

We can corroborate impact of GPER1 in cell lines by selective agonist at lower doses (1‐2 μmol/L) and inhibit the effect using antagonist. Further studies should be performed to delineate the impact of reduced proliferation vs cell killing. While we noted significant reduction of tumor growth in vivo, we did not observe significant tumor regression. As treated pancreatic tumors can retain mass due to necrotic cells and dense fibrotic stroma, tumor regression (in the timeframe analyzed) may not be required for clinical impact. More research is however needed to determine whether a clinical impact would be truly significant.

Our combined data support a general clinical evaluation of GPER1 and its ligands as chemoenhancing modifiers in the pharmacological targeting of PDAC.^12^ In this context, it is worth pointing out that PDAC is genetically a highly complex disease^44^ and the potential therapeutic advantages and disadvantages with selective GPER1 agonists and antagonists are complex and not fully understood.^45^ One major limitation of pancreatic cancer therapy is inadequate drug penetration due to high levels of desmoplasia. Our in vivo experiments did not fully capture this clinical presentation, and it is not clear if the proposed GPER1 treatment would overcome this obstacle. However, a recent study which used tamoxifen, which also acts as a GPER1 agonist, in a mouse model of pancreatic cancer, found that this could modify the microenvironment and reduce desmoplasia, inflammation, and immune suppression in PDAC.^46^

As genistein has poor physiochemical characteristics along with low oral bioavailability, a pharmaceutical comprehensive screen for novel crystalline forms of genistein has been performed. Several novel patentable crystalline forms of genistein with improved solubility and oral bioavailability were identified and the genistein sodium salt dehydrate AXP107‐11 was developed as a clinical candidate.^13^ While it is currently not yet experimentally established that AXP107‐11 exactly mimics genistein in the cell, the 3D crystal structure^12^ in combination with our experiments here, show that it has similar functional effects. The pharmacokinetic properties and toxicity of AXP107‐11 in combination with gemcitabine have been evaluated in a phase Ib clinical study in patients with inoperable PDAC.^13^ It was concluded that AXP107‐11 treatment resulted in higher blood concentrations compared to the native form of genistein and was found to be safe and well tolerated.^13^ Although the observed time to progression and median overall survival with the combination treatment was encouraging, it could not be statistically confirmed. Here, we evaluated the efficacy of AXP107‐11 given alone or in combination with gemcitabine in ex vivo cultures of PDX tumors, along with in vivo corroboration and identification of the transcriptomic fingerprint required to elicit an effect in response to AXP107‐11. The ultimate goal of this undertaking was to develop a pharmacogenomics‐based selection of patients likely to respond to AXP107‐11 therapy in combination with gemcitabine. We conclude that such co‐treatment has a synergistic chemoenhancing effect and we identified a 41‐gene signature that may differentiate between responsive tumors. This signature included genes involved in similar pathways as our in vitro‐determined molecular mechanism. Our data are thus encouraging for continued clinical evaluation and development of AXP107‐11 for PDAC.

Finally, the transcriptome data we provide could prove a valuable resource for studies attempting to establish the molecular mechanism of compounds that are intended to overcome the resistance to gemcitabine. We identified that short‐term (24 hours) gemcitabine monotherapy activated several pathways that have been linked to chemoresistance in PDAC. These include P13/AKT1,^47^ TGFβ1,^48^ and TNFα/NFκB^8^ signaling pathways. Activation of the latter has been reported to generate gemcitabine resistance in PDAC cell lines through an NFκB‐HIF1α‐CXCR4 positive feedback loop^49^ and/or by increasing MUC4.^50^ Overexpression of mucins is implicated in chemoresistance in multiple tumors, including MUC1 in pancreatic cancers.^26^ Thus, we also identified gene pathways whereby gemcitabine treatment itself directly enables resistance mechanisms.

In conclusion, we present data delineating the mechanism of action for genistein, and the chemically related clinical candidate AXP107‐11, as chemoenhancers in PDAC both in vitro and in vivo. We also propose a transcriptomic signature that is associated with a positive response in human‐derived pancreatic tumors. Taken together, our study provides support for a pharmacogenomics‐based personalized treatment resulting in a potentially more efficient management of a subset of PDAC patients.

## CONFLICT OF INTEREST

Anders Berkenstam was founder of and previous consultant to Axcentua Pharmaceuticals.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

Data is uploaded under GEO accession number [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97766].

How the deposited data were processed for this re-analysis (not part of the article)

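RNA sequencing of the MiaPaCa2 and PANC1 cell lines was analysed. Each line has 4 groups, control, gemcitabine, genistein and both drugs together, and each group has 2 biological replicates, so there are 16 libraries. The authors deposited counts of reads per gene, which are whole numbers without normalization, made by mapping single reads of poly-A libraries to GRCh37 with TopHat, removing reads with multiple alignments with Picard and counting with HTSeq. The authors also deposited FPKM per gene, calculated with Cufflinks and therefore already scaled to transcript length and library size. The FPKM values per isoform were not used, since no conclusion of the paper on these cells rests on isoforms. The release of the gene annotation and the strand setting of the counting are not named in the paper's text. Other experiments of the paper, such as the patient-derived xenografts and the public tumor data, were not analysed here.

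Columns were assigned to cell line, treatment and replicate from the sample labels. Replicates of different groups share the labels I and II, and no other information links them, so the replicate label entered only as an alternative (the replicate block). Reads counted on genes ran from 12943482 to 31991860 per library, with a median of 15877725 in MiaPaCa2 and 16952674.5 in PANC1. With 2 replicates per group the spread of a single gene is poorly determined, and limma shares information on it across genes. Levels with few counts are given with their counts.

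Differential expression was tested with limma-voom (limma 3.58.1, R 4.3.3) on counts normalized with the TMM method of edgeR 4.0.16, after edgeR's filterByExpr removed genes with low counts. The 8 libraries of a cell line shared one model with a mean per group. All 16 libraries were in one model for the comparison of the untreated lines and for tests of whether a change differs between the lines. P values were adjusted by the Benjamini-Hochberg method over the genes tested. The thresholds are those of the paper, namely an adjusted p of at most 0.05, an absolute log2 fold change of at least 0.4 and a mean FPKM above 1 in the treated group, or in either line for the comparison of the untreated lines. Differences between lines and the gemcitabine by genistein interaction were judged by the adjusted p alone, and so were single genes named in the text where they are said to pass. A gene was counted in both lines whatever its direction. The overlap was compared with chance by Fisher's exact test over the genes that could be called in both lines. Genes are not independent replicates, so the p values of these tests do not measure the spread between samples. Where all libraries of a group had 3 counts or fewer, the fold is a lower bound against 3 counts.

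Expressed genes were those with a mean FPKM above 1 in the control replicates. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01, in 42 tests. Of the 7 lists, those of the genes drawn as increased and as decreased in Fig. 3C come from these same data. The others were written before the counts were read. The Fig. 3C lists entered the Benjamini-Hochberg adjustment with camera p down to 1.2e-26, and no adjustment without them was made. The gene ontology and subnetwork enrichment of the paper used commercial software and was not repeated.

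The genes named in the text were chosen by a rule fixed before the counts were read. They are every gene that the paper names for these cell lines in its text, in Fig. 3E, 4B, 4D or 4E or in the legend of Fig. S2, the legible genes of Fig. 3C as a group, the 5 first genes of Table S3, and for each treatment the 3 genes with the largest rise and the 3 with the largest fall among genes called in both lines in the same direction, ranked by the smaller of their absolute log2 fold changes. Genes of the lists could also be named. Some genes that the rule or a short list would name are not reported here. Genes outside the rule are said to be chosen after their values were seen.

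The alternatives were edgeR's quasi-likelihood test, the Wald test of DESeq2 1.42.0, DESeq2's size factors or library size alone in place of TMM, limma-trend on log2(FPKM + 1), no low-count filter, only the 4 libraries compared, all 16 libraries in one model, the replicate block, a correction for GC content with and without the block, other FPKM, fold and adjusted p criteria, the same direction required in both lines, and each replicate left out in turn. For levels, the alternatives were other cutoffs for expressed genes and CPM in place of FPKM. The GC correction smoothed each library's log2 CPM against the GC content of the exons of each gene (loess, span 0.3, degree 1) and removed the trend. GC content came from the GENCODE v44 annotation lifted to GRCh37, a release that need not be the authors'. Chosen after values were seen were crossed and same-numbered pairs in 4-library models, libraries thinned to 12943482 counts, and models without the 20 most counted genes of each library.

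The procedure was tested on simulated data with 200 changed genes per cell line, with and without the GC trends of the real libraries. The fits of the real counts had been run once before this simulation was made. The dispersion estimated for the simulated counts lay at the lower limit set for it, and the GC trends came from the same smoother as the correction, so the simulation favours the correction. Results per gene were neither removed as outliers nor tested by other splits of the samples, since groups of 2 allow neither.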

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

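The tests of GC content bias in this part were chosen only after their results were seen, while what the tests of library size and of the most counted genes would show was written before they were run.

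The change on gemcitabine differed between the cell lines in 2728 of 17863 genes at an adjusted p of at most 0.05 from limma-voom with Benjamini-Hochberg adjustment, 1110 with the more positive change in PANC1 and 1618 in MiaPaCa2. The result is listed because the difference itself was tested, in a model of all 16 libraries with 2 per group. Of these genes 2442 also differed after GC correction and 2270 with every library thinned to the smallest total. Without the 20 most counted genes of each library, 2582 of the 2724 that were still tested differed. Over all alternatives the count ran from 1516 with the replicate block to 4647 after GC correction. Library size and a few highly counted genes therefore do not account for most of the list, while its length depends on the block and on GC correction. For GC content this is not decided, since only the adjusted p after correction was compared, in a fit that called more genes. Across all genes tested the differences correlated with GC content with a Spearman coefficient of -0.495. A response to gemcitabine that differs between the cell lines may lie behind the list, as a hypothesis from the same data. A batch that the labels do not give was not tested, and the pattern cannot be told apart from it.

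On genistein 6 genes differed between the lines by the same test, 5 with the more positive change in MiaPaCa2 and 1 in PANC1. Among them the log2 fold changes in MiaPaCa2 and PANC1 were 1.41 and -0.07 for VDR, 0.53 and -0.12 for RRM2, 1.58 and 0.09 for FAM46C, 1.13 and -0.43 for NPTX1 and 0.61 and 2.00 for RP11-284F21.10. RRM2, FAM46C and NPTX1 were chosen after their values were seen. All 6 also differed after GC correction, all 6 with thinned libraries and all 6 without the most counted genes. The count was 0 with the replicate block, where 1627 genes had an unadjusted p under 0.05, 1 without the low-count filter and 423 after GC correction, so it depends on these settings. The co-treatment changes relative to gemcitabine differed in 19 genes, 5 more positive in PANC1 and 14 in MiaPaCa2. Of these 17 also differed after GC correction, 10 with thinned libraries and 18 without the most counted genes, and the alternatives gave from 3 with the block to 270 after GC correction. Thinning removed nearly as many of these genes as it left, so this count depends on the depth. For both treatments genes still passed in each of these tests, but the lists were compared by the adjusted p alone. GC content is therefore not excluded as a part of the differences. A line-specific response is possible only as a hypothesis, since a batch outside the labels was not tested either.

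In MiaPaCa2 the change made by genistein differed with and without gemcitabine in 4 of 16064 genes, with 1346 at an unadjusted p under 0.05. The result is listed because this interaction was tested directly. Among them, chosen after their values were seen, are EGR1, CYR61 and SNHG3, with interactions from -1.24 for EGR1 to 0.985 for SNHG3 on the log2 scale and adjusted p from 0.00987 to 0.0255 from the same test, or 8.2e-04 to 0.00165 after GC correction. In replicates I and II, EGR1 had 30.6 and 28.9 CPM in controls, 78.8 and 76.5 on genistein, 87.3 and 78.1 on gemcitabine and 89.2 and 93.4 on both. SNHG3 had 72.4 and 76.0 CPM on genistein, 43.1 and 42.4 on gemcitabine, 60.5 and 54.1 on both and more than any of these in both controls. With genistein alone, both replicates lay above both controls for EGR1 and CYR61 and below them for SNHG3. With genistein added to gemcitabine, both lay below gemcitabine alone for CYR61 and above it for EGR1 and SNHG3. The count was 0 with the replicate block and 0 with limma-trend on log2(FPKM + 1), with 1015 and 1280 genes at an unadjusted p under 0.05, 33 with DESeq2 and 93 after GC correction. GC correction raised the count and so does not explain it. The 4 pairs of SNHG3 lie apart, so an exchange of single libraries between groups would show in them. Library size, the most counted genes, an exchange of whole groups and a batch outside the labels were not tested for the interaction, and an effect of the drugs on each other cannot be told apart from them. In PANC1 the test gave 0 genes, with 832 at an unadjusted p under 0.05.

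Of the single genes named by the rule set before the counts were read, 5 are given here that differed between the lines. Each was tested directly as PANC1 minus MiaPaCa2. Only contrasts that are reported for a gene were considered. Outside these, other named genes also differed, such as CAPN5 by -1.81 and ITPR1 by -0.81 on gemcitabine (adjusted p = 6.3e-04 and 0.00673 from limma-voom with Benjamini-Hochberg adjustment). For VDR, AKT1 and TGFB1 the contrast is the one that the paper's text names them for. DDIT3 is named in that text for genistein and co-treatment, while the contrast given here is gemcitabine, for which Table S4 lists it. The DDIT3 difference was 0.16 on genistein and -0.16 on co-treatment, and neither passed (adjusted p = 0.724 and 0.999 from limma-voom with Benjamini-Hochberg adjustment). RP11-284F21.10 is among the genes with the largest change on genistein in both lines. Where treated libraries are said to lie above or below controls, the values are CPM. Of the 9 alternatives given for each, 4 were added after the values were seen. DDIT3 on gemcitabine differed by 2.07 (standard error 0.17, adjusted p = 3.4e-05 from limma-voom with Benjamini-Hochberg adjustment, 2.7e-26 to 4.8e-04 over 9 alternatives), and both treated libraries lay above both controls in each line. Its difference was 2.16 after GC correction, 2.07 with thinned libraries and 2.10 without the most counted genes. The exons of DDIT3 overlap MARS1 on the opposite strand, and reads of MARS1 were not tested as a source. VDR on genistein differed by -1.53 (standard error 0.21, adjusted p = 0.0279 from the same test, 1.2e-05 to 0.127 over 9 alternatives), with both treated libraries above both controls in MiaPaCa2 and below both in PANC1. It gave -1.41, -1.61 and -1.51 in the same order, and did not pass without the low-count filter or with the replicate block. On gemcitabine, against the same controls, VDR differed by -1.63 (adjusted p = 3.2e-04 from the same test). On co-treatment relative to gemcitabine, which uses no controls, it differed by -0.50 (adjusted p = 0.412 from the same test). The VDR difference is thus not specific to genistein, and the shared controls were not tested as its source. RP11-284F21.10 on genistein differed by 1.35 (standard error 0.19, adjusted p = 0.0279 from the same test, 1.9e-07 to 0.127 over 9 alternatives), with both treated libraries above both controls in each line, gave 1.54, 1.35 and 1.36, and failed in the same 2 settings as VDR.

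AKT1 on gemcitabine differed by -0.91 (standard error 0.20, adjusted p = 0.0114 from the same test, 7.9e-04 to 0.0354 over 9 alternatives), with both treated libraries above both controls in MiaPaCa2 and below both in PANC1. After GC correction the difference was -0.36, so GC content bias may account for more of it than it leaves, while thinned libraries gave -0.89 and removal of the most counted genes -0.87. TGFB1 on gemcitabine differed by -1.32 (standard error 0.32, adjusted p = 0.0168 from the same test, 2.2e-04 to 0.0433 over 9 alternatives), with both treated libraries above both controls in MiaPaCa2 and overlapping values in PANC1. It gave -0.78 after GC correction, -1.22 with thinned libraries and -1.28 without the most counted genes. All 5 differences passed after GC correction. For none of the 5 can a batch outside the labels be excluded, and a biological difference between the lines remains a hypothesis.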

How the results depend on the processing

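The tests, thresholds, gene-naming rule and alternatives were set before the data were examined, except for the use of GC correction in most tests of an explanation and for crossed and same-numbered pairs in 4 libraries, thinned libraries, removal of the 20 most counted genes, and other scalings of the interaction and of the line differences, which were added after the first results were seen.

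Of 287 alternative values for 36 results that answer a comparison, 179 stayed within the limit for their kind of result, 101 moved further and 7 no longer passed. The limit was 1.5 times the reported number for counts of genes, the spread between replicates for the overlap of expressed genes and for GC trends, and an unadjusted camera p of 0.05 for gene lists. All 7 that no longer passed are gene list values. Of these lists, the NFκB subunits on gemcitabine and endoplasmic reticulum stress on genistein in MiaPaCa2 had passed only before adjustment, with 0.0620 and 0.0660 after Benjamini-Hochberg adjustment of the camera p. Gemcitabine in MiaPaCa2 stayed within 1.5 times in every alternative run for it, from 3194 to 5829 genes, and so did the comparison of the untreated lines, from 8467 to 10595. The numbers of expressed genes, the gene list results apart from those given further on, and the GC trends of the fold changes also stayed within their limits. For the GC trends the only alternative was library size alone, which moves all genes nearly alike and could hardly change a rank correlation. For 94 results on named genes there were 936 alternative values, of which 849 kept direction and side of the threshold, 29 became weaker, 40 stronger and 18 reversed. Limma-trend on log2(FPKM + 1) made 15 of them weaker, and GC correction 14 stronger.

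Reported counts were 1272 for gemcitabine in PANC1, 502 for gemcitabine in both lines, 1335, 10 and 6 for genistein in MiaPaCa2, PANC1 and both, and 945, 3 and 1 for co-treatment. With DESeq2's Wald test the counts were 694 for genistein in PANC1, 124 for genistein in both lines, 196 for co-treatment in PANC1, 81 for co-treatment in both lines, 33 for the interaction in MiaPaCa2, 4 for the interaction in PANC1, 156 for the line difference on genistein and 67 for the line difference on co-treatment. EdgeR's quasi-likelihood test gave 19 for the line difference on genistein. DESeq2's size factors in the voom model gave 3 for genistein in PANC1 and 2 for genistein in both lines. Scaling by library size only gave 18 for genistein in PANC1 and 10 for genistein in both lines. Limma-trend on log2(FPKM + 1) gave 615 for gemcitabine in PANC1, 215 for gemcitabine in both lines, 229 for genistein in MiaPaCa2, 3 for genistein in PANC1, 2 for genistein in both lines, 1.0e+02 for co-treatment in MiaPaCa2 and 2 for co-treatment in both lines. Without the low-count filter there were 1 for the line difference on genistein and 12 for the line difference on co-treatment. The replicate block gave 442 for gemcitabine in PANC1, 212 for gemcitabine in both lines, 0 for genistein in PANC1 with 2550 at an unadjusted p under 0.05, 0 for genistein in both lines with 806 at an unadjusted p under 0.05, 617 for co-treatment in MiaPaCa2, 0 for co-treatment in PANC1 with 1751 at an unadjusted p under 0.05, 0 for co-treatment in both lines with 720 at an unadjusted p under 0.05, 0 for the interaction in MiaPaCa2 with 1015 at an unadjusted p under 0.05, 1516 for the line difference on gemcitabine, 0 for the line difference on genistein with 1627 at an unadjusted p under 0.05 and 3 for the line difference on co-treatment. GC correction gave 3048 for gemcitabine in PANC1, 1123 for gemcitabine in both lines, 1223 for genistein in PANC1, 339 for genistein in both lines, 1558 for co-treatment in MiaPaCa2, 1170 for co-treatment in PANC1, 391 for co-treatment in both lines, 93 for the interaction in MiaPaCa2, 2 for the interaction in PANC1, 4647 for the line difference on gemcitabine, 423 for the line difference on genistein and 270 for the line difference on co-treatment. GC correction with the replicate block gave 2828 for gemcitabine in PANC1, 1047 for gemcitabine in both lines, 798 for genistein in PANC1, 241 for genistein in both lines, 1432 for co-treatment in MiaPaCa2, 754 for co-treatment in PANC1 and 261 for co-treatment in both lines. Only the 4 libraries compared gave 470 for gemcitabine in PANC1, 222 for gemcitabine in both lines, 362 for genistein in PANC1, 57 for genistein in both lines, 0 for co-treatment in PANC1 with 2099 at an unadjusted p under 0.05 and 0 for co-treatment in both lines with 895 at an unadjusted p under 0.05. All 16 libraries in one model gave 2409 for gemcitabine in PANC1, 588 for genistein in MiaPaCa2, 715 for genistein in PANC1, 120 for genistein in both lines, 492 for co-treatment in MiaPaCa2, 485 for co-treatment in PANC1 and 135 for co-treatment in both lines. An adjusted p of at most 0.01 left 269 for gemcitabine in PANC1, 132 for gemcitabine in both lines, 419 for genistein in MiaPaCa2, 0 for genistein in PANC1 with 3252 at an unadjusted p under 0.05, 0 for genistein in both lines with 1053 at an unadjusted p under 0.05, 353 for co-treatment in MiaPaCa2, 0 for co-treatment in PANC1 with 2262 at an unadjusted p under 0.05 and 0 for co-treatment in both lines with 985 at an unadjusted p under 0.05. The PANC1 counts on genistein and co-treatment after GC correction have a tested explanation among the other observations. For the other changes the cause was not tested.

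Among the settings chosen after values were seen, those in 4 libraries with pairs leave 1 residual degree of freedom. DESeq2's size factors in the voom model gave 7 for the interaction in MiaPaCa2. Scaling by library size only gave 6 for the line difference on co-treatment. Limma-trend on log2(FPKM + 1) gave 0 for the interaction in MiaPaCa2 with 1280 at an unadjusted p under 0.05. GC correction with the replicate block gave 28 for the interaction in MiaPaCa2. Crossed pairs in 4 libraries gave 717 for gemcitabine in PANC1, 315 for gemcitabine in both lines, 2178 for genistein in MiaPaCa2, 853 for genistein in PANC1, 163 for genistein in both lines, 1577 for co-treatment in MiaPaCa2, 1009 for co-treatment in PANC1 and 390 for co-treatment in both lines. Same-numbered pairs in 4 libraries gave 3905 for gemcitabine in PANC1, 1338 for gemcitabine in both lines, 1534 for genistein in PANC1, 241 for genistein in both lines, 29 for co-treatment in PANC1 and 14 for co-treatment in both lines. Libraries thinned to the smallest total gave 2 for co-treatment in both lines and 10 for the line difference on co-treatment. Removing the 20 most counted genes of each library gave 2 for genistein in PANC1 and 2 for genistein in both lines. For these the cause was not tested.

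The overlap of expressed genes was 82.0%. It was 83.1% with both control replicates above 1 FPKM, 81.5% with at least 1, 83% from the mean of all 8 libraries, 81.4% with at least 1 of the 8 libraries, 81.8% above 0.5 FPKM and 84.3% above 1 CPM. With the inter-gene correlation estimated, unadjusted camera p values rose to 0.0745 for DNA replication and 0.0533 for mitosis on gemcitabine in MiaPaCa2, 0.188 for mitosis in PANC1, 0.109 and 0.0857 for the NFκB subunits on gemcitabine in MiaPaCa2 and PANC1, and 0.135 for endoplasmic reticulum stress on genistein in MiaPaCa2, and GC correction gave 0.0530 for the last. Here too the cause was not tested.

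With GC correction the reversed log2 fold changes were -0.13 for HIF1A on gemcitabine in PANC1, 0.13 for NR4A1 on genistein in PANC1, 0.28 for GPER1 on genistein in PANC1 and 0.020 for MAPK14 on co-treatment in PANC1. Under GC correction with the replicate block the reversed log2 fold changes were -0.13 for HIF1A on gemcitabine in PANC1, 0.13 for NR4A1 on genistein in PANC1, 0.28 for GPER1 on genistein in PANC1 and 0.021 for MAPK14 on co-treatment in PANC1. With limma-trend on log2(FPKM + 1) the reversed log2 fold changes were 0.089 for VDR on genistein in PANC1, 0.29 for NR4A1 on genistein in PANC1, 0.015 for MAPK3 on co-treatment in MiaPaCa2 and -0.068 for MAPK14 on co-treatment in MiaPaCa2. Under scaling by library size only the reversed log2 fold changes were 0.014 for MAPK3 on co-treatment in PANC1, 0.024 for MAPK14 on co-treatment in PANC1 and 0.040 for GPER1 on co-treatment in PANC1. With edgeR's quasi-likelihood test the reversed log2 fold change was 0.042 for GPER1 on co-treatment in PANC1. Under DESeq2's Wald test the reversed log2 fold change was 0.050 for GPER1 on co-treatment in PANC1. With all 16 libraries in one model the reversed log2 fold change was 0.019 for GPER1 on co-treatment in PANC1. None of these changes had passed the threshold as reported, and the cause was not tested.

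With each replicate left out in turn no test was made. The called genes that kept their direction with an absolute log2 fold change of at least 0.4 numbered 4376 to 4598 and 1232 to 1251 for gemcitabine in MiaPaCa2 and PANC1 and 475 to 499 in both, 1146 to 1300, 10 and 5 to 6 for genistein, 795 to 900, 3 and 1 for co-treatment, and 8768 to 9148 between the untreated lines. For named genes 276 of 364 such values moved by less than the spread between replicates, 69 moved more and 19 reversed. The reversed genes ran from -0.062 to 0.43 for GPER1 on gemcitabine in PANC1, from -0.15 to 0.25 for TGFB1 on gemcitabine in PANC1, from -0.22 to 0.45 for HIF1A on gemcitabine in PANC1, from -0.41 to 0.035 for NR4A1 on genistein in PANC1, from -0.38 to 0.10 for GPER1 on genistein in MiaPaCa2, from -0.36 to 0.082 for GPER1 on genistein in PANC1, from -0.19 to 0.12 for MAPK3 on co-treatment in MiaPaCa2, from -0.14 to 0.060 for MAPK3 on co-treatment in PANC1, from -0.026 to 0.13 for MAPK14 on co-treatment in MiaPaCa2, from -0.10 to 0.049 for MAPK14 on co-treatment in PANC1, from -0.23 to 0.56 for GPER1 on co-treatment in MiaPaCa2 and from -0.50 to 0.46 for GPER1 on co-treatment in PANC1. The cause was not tested.

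CPM in place of FPKM left the 3 GPER1 ratios within the spread of the replicates. For ESR1 and ESR2 that ratio was not run, since the counts of ESR1 were 0 in every library and those of ESR2 at most 18. Depth also limits TNF, CHRNA7, NR4A1 and GPER1 in MiaPaCa2, where few reads enter the fold change, and 2 replicates per group limit every estimate of spread.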

Differences from the paper's values

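No test of an explanation is given in this part, so none was chosen after a result was seen, and settings chosen after the values were seen are named as such.

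For gemcitabine the paper's number of genes regulated in both cell lines is 834, and 502 were called here. Of the alternatives set before the data were examined, those within 1.5 times the paper's number were DESeq2's Wald test with 560, library size only with 580, GC correction with 1123, GC correction with the replicate block with 1047, all 16 libraries in one model with 728, no FPKM criterion with 556 and no fold criterion with 634. Thinned libraries, the most counted genes removed and both kinds of pairs in 4 libraries, settings chosen after seeing the values, did not come within this range. Those outside among the first were edgeR with 472, DESeq2's size factors with 472, limma-trend on log2(FPKM + 1) with 215, no low-count filter with 381, the replicate block with 212, only the 4 libraries compared with 222, FPKM above 1 in either group with 507, an adjusted p of at most 0.01 with 132 and the same direction in both lines with 415.

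For genistein the paper's number is 148, and 6 were called here. Within 1.5 times the paper's number were DESeq2's Wald test with 124 and all 16 libraries in one model with 120, both set before the data were examined, and crossed replicate pairs in 4 libraries with 163, chosen after seeing the values. Outside were GC correction with 339, GC correction with the block with 241, only the 4 libraries compared with 57, library size only with 10, DESeq2's size factors and limma-trend with 2 each, the replicate block and an adjusted p of at most 0.01 with 0 each (unadjusted p under 0.05 in both lines for 806 and 1053 genes), and edgeR, no low-count filter, the other FPKM and fold criteria and the same direction with 6 each.

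For co-treatment against gemcitabine the paper's number is 154, and 1 was called here. Of the alternatives set before the data were examined, only all 16 libraries in one model came within 1.5 times, with 135. DESeq2 gave 81, GC correction 391, GC correction with the block 261 and limma-trend 2. The replicate block, only the 4 libraries compared and an adjusted p of at most 0.01 gave 0 each, with 720, 895 and 985 genes at an unadjusted p under 0.05 in both lines. The remaining alternatives, edgeR, DESeq2's size factors, library size only, no low-count filter, the other FPKM and fold criteria and the same direction, gave 1 each.

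The paper's upper bound for ESR2 is 0.1 FPKM, and the highest group mean in MiaPaCa2, on co-treatment, was 0.576 FPKM, from 13 and 13 counts. No alternative of this level in FPKM was run. In Table S3 the paper's log2 fold changes are -12.85 for ALDH1A1, -12.33 for RGS4 and -9.64 for RGS5, against -13.28, -12.66 and -9.82 here. For ALDH1A1 and RGS4 none of the alternatives set before the data were examined closed the gap, with values from -13.36 to -13.24 and from -12.79 to -12.64. For RGS5 the value with no low-count filter, -9.79, differed from the paper's by less than the spread of the replicates, and the others, from -9.86 to -9.82, did not. For DDIT3 on gemcitabine in PANC1 the paper's log2 fold change in Table S4 is 2.41 and the value here was 2.30. Library size only, with 2.41, and limma-trend on log2(FPKM + 1), with 2.39, closed the gap, and the other alternatives set before the data were examined, from 2.26 to 2.31, did not.

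The paper describes VDR as regulated by genistein in both cell lines. Here its log2 fold change in PANC1 was -0.07 (adjusted p = 0.829 from limma-voom with Benjamini-Hochberg adjustment, 0.661 to 0.891 over the alternatives), with both treated libraries below both controls in CPM but not in FPKM, and no setting called it. For the genes that follow, treated libraries and controls are also compared in CPM. ITPR1 is given as an example of the genes regulated in both lines. Its change of 0.51 in PANC1 (adjusted p = 0.131 from the same test, 0.0312 to 0.895 over the alternatives), with both treated libraries above both controls, passed only with all 16 libraries in one model. MUC1 is described as repressed by genistein in both lines. Both treated libraries lay below both controls in each contrast given here. Its change in PANC1, -0.83 (adjusted p = 0.101 from the same test, 0.00130 to 0.236 over the alternatives), passed with DESeq2, GC correction with and without the block, only the 4 libraries compared and all 16 libraries in one model, and with crossed and same-numbered pairs, both chosen after seeing the values. On co-treatment its change of -0.62 in MiaPaCa2 (adjusted p = 0.0732 from the same test, 0.0104 to 0.225 over the alternatives) passed with GC correction with and without the block, and its change of -0.91 in PANC1 (adjusted p = 0.111 from the same test, 0.00195 to 0.287 over the alternatives) with those, DESeq2 and all 16 libraries. Both also passed with crossed pairs, chosen after seeing the values.

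CHRNA7 is described as regulated by genistein. Its rise in MiaPaCa2, 1.39 (adjusted p = 0.0781 from the same test, 0.0250 to 0.237 over the alternatives), with both treated libraries above both controls, passed with GC correction with and without the block and with crossed pairs, the latter chosen after seeing the values. In PANC1 it fell by 0.61 and passed in no setting. NFKB2 is described as raised by gemcitabine in both lines. Its rise in PANC1, 0.51 (adjusted p = 0.0644 from the same test, 0.00135 to 0.135 over the alternatives), with both treated libraries above both controls, passed with library size only, GC correction with and without the block and all 16 libraries, and with same-numbered pairs, chosen after seeing the values.

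Fig. 3C draws GRK5, JUP and SHH as increased and KLF6, SGK1, NET1, PRNP, TGS1 and WDR35 as decreased by gemcitabine. In PANC1 their log2 fold changes were -0.52, -0.83 and -0.59, and 0.97, 1.60, 0.43, 0.30, 0.38 and 0.72, and no setting, added ones included, gave the drawn direction. In MiaPaCa2 all 79 legible genes changed as drawn. The legend does not name the cell line whose direction is drawn, so the drawing may follow MiaPaCa2 and need not conflict with these PANC1 values. Fig. 4E shows VDR, CAPN5, ITPR1, CHAC1, CASP9 and PLCG2 as raised by co-treatment in both lines. They rose in PANC1 but were not called. With GC correction all but VDR passed, with all 16 libraries VDR, ITPR1, CHAC1 and PLCG2, with GC correction and the block CHAC1 and CASP9, and with DESeq2 CHAC1. Crossed pairs called CASP9 and CHAC1 and same-numbered pairs CHAC1, both settings chosen after seeing the values.

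Tables S4, S5 and S6 list 50 regulated genes per cell line. Of those tested in PANC1, 43 of 45 were called for Table S4, 3 of 45 for Table S5 and 1 of 49 for Table S6. In Table S4 the replicate block called 35 of 45, limma-trend 33 of 45, only the 4 libraries compared 40 of 45, edgeR and DESeq2 42 of 45 each and thinned libraries, chosen after seeing the values, 35 of 41. GC correction called 45 of 45, GC correction with the block 44 of 45, library size only 44 of 45, all 16 libraries 47 of 47 and same-numbered pairs, chosen after seeing the values, 45 of 45. In Table S5 GC correction called 40 of 45, all 16 libraries 39 of 46, only the 4 libraries compared 32 of 42, DESeq2 and GC correction with the block 31 of 45 each and edgeR 4 of 45, while DESeq2's size factors called 2 of 45 and the block and limma-trend 0 of 45 each. Crossed and same-numbered pairs, chosen after seeing the values, called 40 of 42 and 42 of 42. In Table S6 all 16 libraries called 40 of 50, GC correction 39 of 49, GC correction with the block 34 of 49, DESeq2 20 of 49 and limma-trend 2 of 49, while the block and only the 4 libraries compared called 0 of 49 each. Crossed and same-numbered pairs, chosen after seeing the values, called 40 of 49 and 12 of 49. In MiaPaCa2 40 of 49 genes of Table S6 were called, and 49 had an adjusted p of at most 0.05. All 16 libraries called 41 of 50, the replicate block 38 of 49, DESeq2 32 of 49 and limma-trend 23 of 49. For Table S5 in MiaPaCa2 49 of 49 were called, with the block 47 of 49, with DESeq2 43 of 49 and with limma-trend 21 of 49. For Table S4 in MiaPaCa2 43 of 43 were called, with all 16 libraries 46 of 46 and with no low-count filter 50 of 50. DESeq2 and limma-trend called 40 of 43 each. In the reported model every tested gene of these tables changed in the table's direction.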

Other observations

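The tests of GC content bias for the number of calls and for the trend of the fold changes were chosen only after their results were seen, while what the other tests in this part would show was written before they were run.

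Fewer genes were called in PANC1 than in MiaPaCa2 on genistein, 10 against 1335, and on co-treatment relative to gemcitabine, 3 against 945. After GC correction the PANC1 and MiaPaCa2 counts were 1223 and 1768 on genistein and 1170 and 1558 on co-treatment. With every library thinned to the smallest total they stayed apart, at 10 and 1309 and at 4 and 861. The low counts in PANC1 may therefore come largely from GC content bias between its libraries, and library size does not explain them. All 16 libraries in one model also raised the PANC1 counts, to 715 and 485, against 588 and 492 in MiaPaCa2. DESeq2 raised the PANC1 counts to 694 and 196, against 1159 and 765 in MiaPaCa2. GC correction is therefore not the only setting that raises them. A weaker response of PANC1 is not shown by the counts, and whether single genes respond differently is given by the tests of the line difference.

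The log2 fold changes followed the GC content of the genes, with Spearman coefficients across genes, which are not independent replicates, of up to 0.426 in MiaPaCa2 and 0.330 in PANC1 in absolute size. Differences between replicates of one group, which no treatment explains, followed it as well, with coefficients up to 0.624 in MiaPaCa2 and 0.747 in PANC1. A difference between libraries in how GC content affects counting is thus a candidate explanation for these trends, and no biological explanation was tested. In simulated counts with the trends of the real libraries and 200 changed genes, 66.5% of these were called in PANC1, against 98% without the trends and 99.5% after correction. In MiaPaCa2 94% were called together with 431 other genes, and after correction 99% with 14 other genes. The trends in this simulation came from the smoother that the correction uses.

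Whether the correction itself creates calls was tested on simulated counts with these trends and no changed gene. Over the 3 contrasts, correction left 2 calls in MiaPaCa2, where 15883 genes were tested, and 0 in PANC1, where 16768 were, with 2345 and 2539 values at an unadjusted p under 0.05. Before correction there were 24 and 0 calls, with 4957 and 1652 such values. The correction did not create calls at the rate seen in the real libraries, within what this simulation can show.

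Genistein and gemcitabine changed genes in the same direction, with a correlation of log2 fold changes across genes of 0.505 in MiaPaCa2 and 0.361 in PANC1 when both were compared with the same 2 controls. With a separate control for each drug the mean correlation was 0.336 in MiaPaCa2 and 0.0958 in PANC1, and after GC correction 0.2995 and 0.143. In PANC1 the shared controls may account for most of the correlation. In MiaPaCa2 a part remains that neither the shared controls nor GC content explains, and a common response to both drugs is a hypothesis for it. Other sources, such as a batch outside the labels, were not tested.

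Between the untreated lines, neighbouring genes differed together. Of 601 windows of 25 neighbouring genes, 35 had a median log2 difference of at least 1 in size, 26 higher in PANC1 and 9 in MiaPaCa2. None of 1000 random orders of the genes gave as many, and the most in any was 2. After the GC trend was removed 24 of the 35 windows still reached 1. The largest medians were 3.33 on chromosome 19 from 39425937 to 40531409, 2.64 on the same chromosome from 38734675 to 39423808, 2.01 on chromosome 12 from 54375293 to 56124641 and 1.87 on chromosome 11 from 2016396 to 4414932, all higher in PANC1. Chance order and GC content do not explain most windows. A difference in gene copy number, or in chromatin over whole regions, may lie behind them, which RNA counts cannot separate, and DNA was not analysed here.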
